# Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain

**DOI:** 10.3389/ftox.2021.705910

**Published:** 2021-10-08

**Authors:** Ken Tachibana, Shotaro Kawazoe, Atsuto Onoda, Masakazu Umezawa, Ken Takeda

**Keywords:** brain, DNA methylation, gene expression, titanium dioxide nanoparticle, prenatal exposure

## Abstract

**Background and Objectives:** Titanium dioxide nanoparticles (TiO_2_-NP) are important materials used in commercial practice. Reportedly, TiO_2_-NP exposure during pregnancy can affect the development of the central nervous system in mouse offspring; however, the underlying mechanism remains unknown. In the present study, we investigated the impact of prenatal TiO_2_-NP exposure on global DNA methylation and mRNA expression patterns in the brains of neonatal mice.

**Materials and Methods:** Pregnant C57BL/6J mice were intratracheally administered a TiO_2_-NP suspension (100 μg/mouse) on gestational day 10.5, and brains were collected from male and female offspring at day 1 postpartum. After extraction of methylated DNA by immunoprecipitation, the DNA methylation profile was analyzed using a mouse CpG island microarray. Total RNA was obtained, and mRNA expression profiles were comprehensively assessed using microarray analysis.

**Results:** Among genes in the CpG island microarray, DNA methylation was increased in 614 and 2,924 genes and decreased in 6,220 and 6,477 genes in male and female offspring, respectively. Combined with mRNA microarray analysis, 88 and 89 genes were upregulated (≥1.5-fold) accompanied by demethylation of CpG islands, whereas 13 and 33 genes were downregulated (≤0.67-fold) accompanied by methylation of CpG islands in male and female offspring mice, respectively. Gene Set Enrichment Analysis (GSEA) revealed that these genes were enriched in gene ontology terms related to the regulation of transcription factors, cell proliferation, and organism development. Additionally, MeSH terms related to stem cells and morphogenesis were enriched.

**Conclusion:** Prenatal TiO_2_-NP exposure induced genome-wide alterations in DNA methylation and mRNA expression in the brains of male and female offspring. Based on GSEA findings, it can be speculated that prenatal TiO_2_-NP exposure causes adverse effects on brain functions by altering the DNA methylation state of the fetal brain, especially neural stem cells, resulting in the subsequent abnormal regulation of transcription factors that modulate development and differentiation.

## Introduction

Nanomaterial research and development have gained momentum in recent years, with several new nanotechnology-based products now commercially available. Nanomaterials are characterized as objects measuring 1-100 nm in at least one plane of dimension. Notably, nanoparticulate substances impart new properties to the substance, for example, unique biokinetics and enhanced optical, catalytic, and biological activities, and are employed in several products, such as therapeutic agents, electronics, optics, and cosmetics (Oberdörster et al., 2005). Titanium dioxide nanoparticles (TiO_2_-NP) are important materials used in commercial paints for buildings (Shandilya et al., 2015), cosmetics (Kaida et al., 2004), and food additives (Weir et al., 2012). The increasing possibility of TiO_2_-NP exposure has evoked concerns regarding potential risks of TiO_2_-NP on human health (Borm et al., 2006). As possible exposure routes for TiO2-NP, inhalation, dermal and oral exposure are the most obvious (Borm et al., 2006). In particular, sunscreens and other cosmetics providing ultra violet protection may expose consumer lungs to TiO_2_-NP by inhalation because they can be available as sprayable products (Dréno et al., 2019). Pregnant women can be exposed by a similar route.

Previous studies have suggested that intranasal exposure to TiO_2_-NP (2.5 mg/kg body weight for 90 consecutive days) induces hippocampal neuroinflammation, with over-proliferation of all glial cells and impaired spatial recognition memory in adult mice (Ze et al., 2014). Induction of oxidative stress in the brain by TiO_2_-NP exposure (Shrivastava et al., 2014) would be related to these phenomena. On the other hand, following the subcutaneous administration of TiO_2_-NP to pregnant mice (500 μg/pregnant mouse), these nanoparticles were detected in the brains of offspring after birth (Takeda et al., 2009). The results have been suggested that TiO_2_-NP administered to pregnant mice can cross blood-placental barrier, and then affected the brain development. Male offspring mice exposed to TiO_2_-NP prenatally [subcutaneously injected; 100 μg/mouse on gestational day (GD) 6, 9, 12, and 15] reportedly present disruption of gene expression (Shimizu et al., 2009) and the dopaminergic system in the brain (Takahashi et al., 2010). Expression levels of genes associated with brain development were altered in 2 and 14 days after birth (Shimizu et al., 2009). Takahashi et al. (2010) showed that dopamine and its metabolites were increased in the prefrontal cortex and neostriatum in 6-week-old male pups. Furthermore, impaired learning and memory and decreased hippocampal cell proliferation were induced in offspring rats exposed to TiO_2_-NP (100 mg/kg body weight) by daily gavage administration from GD 2 to GD 21 (Mohammadipour et al., 2014). Moderate neurobehavioral alterations were observed in offspring mice following inhalation exposure of pregnant mice to a surface-coated TiO_2_-NP [1 h/day to 42 mg/m^3^ aerosolized powder (1.7 × 10^6^ particle/cm^3^)] from GD 8 to GD 18 (Hougaard et al., 2010). As the result showed in this paper, offspring mice exposed to TiO_2_-NP prenatally tended to avoid the central zone of the open filed test, and female offspring exposed to TiO_2_-NP prenatally displayed enhanced prepulse inhibition (Hougaard et al., 2010). Thus, brain toxicity appeared after birth, although the mice were exposed to TiO_2_-NP during the prenatal period. It is necessary to elucidate underlying mechanisms through which nanoparticles affect human health to assess the safety of nanoparticles in association with advances in nanotechnology.

In the present study, we focused on the impact of TiO_2_-NP exposure on DNA methylation, a crucial mechanism for stable transcriptional silencing (Bird, 2002). Abnormal regulation of DNA methylation has been observed in mental and behavioral disorders (Robertson, 2005). DNA methylation patterns are initially constructed during the fetal stage and play an important role in development and differentiation (Bird, 2002). Genome-wide, oocyte DNA tends to be hypomethylated, whereas sperm DNA tends to be hypermethylated (Monk et al., 1987). After most methylation moieties present on the original parental chromosomes are removed from DNA at the morula stage, resulting in a predominantly unmethylated genome, a wave of *de novo* methylation follows, leading to an overall increase in genome methylation levels as newly implanted embryos develop and differentiate (Kafri et al., 1992). The deletion or inhibition of DNA methyltransferases induces abnormalities in embryonic development and organogenesis (Conerly and Grady, 2010). Most DNA methylation patterns are stably maintained following DNA replication and cell division, leading to normal embryonic development (Cheedipudi et al., 2014), and regulate postnatal neurodevelopment (Szulwach et al., 2011), neuronal synaptic functions (Feng et al., 2010), and astrocyte differentiation (Takizawa et al., 2001). We hypothesized that a change in reconstitution and maintenance of DNA methylation patterns could contribute to the effects of prenatal TiO_2_-NP exposure on brain development. Herein, we assessed the effects of prenatal TiO_2_-NP exposure on global DNA methylation patterns and gene expression profiles in the mouse brain.

## Materials and Methods

### Titanium Dioxide Nanoparticles

The TiO_2_-NP suspension (rutile: anatase = 20: 80; secondary particle diameter <150 nm; primary particle diameter of starting nanopowder, 21 nm; Cat. No. 700347-25 G, Sigma-Aldrich Co. St. Louis, MO, United States) was passed through a 0.45 μm filter (Millex®-HV; Cat. No. SLHU033RS; Merck Millipore Ltd., Burlington, MA, United States) to eliminate aggregated particles and then diluted to 0.25, 1, and 4 μg/μL with distilled water. The particles in the filtered suspension were characterized by transmission electron microscopy (TEM; JEM 1200EXII, JEOL Ltd., Akishima, Tokyo, Japan) on collodion-coated 200 Cu mesh (Cat. No. 6511; Nisshin EM, Tokyo, Japan). The size distribution of secondary TiO_2_-NP in the diluted suspension was determined by dynamic light scattering (DLS) measurements, using a Zetasizer Nano ZS (Malvern Instruments Ltd., Malvern, United Kingdom). For sham-treatment, a vehicle solution without any particles was prepared by centrifugation (18000 × g for 10 min at 4°C) of the TiO_2_-NP suspension, followed by passing through an Amicon® Ultra (3 K) device (Merck Millipore). In the DLS analysis, no particulate signal was detected in the vehicle solution.

### Animals and Treatments

Pregnant C57BL/6J mice (10-week-old) at GD 6.5, 7.5, or 8.5 were purchased from Japan SLC, Inc. (Shizuoka, Japan). First, 11 pregnant mice were divided into two groups: sham exposure group: Sham (dams: *n* = 5); TiO_2_-NP (4 μg/μL) exposure group: TiO_2_-H (dams: *n* = 6) (Experiment 1). For dose-dependent analysis, a total of 19 pregnant mice were divided into TiO_2_-NP (0.25 μg/μL) exposure group: TiO_2_-L (dams: *n* = 3), TiO_2_-NP (1 μg/μL) exposure group: TiO_2_-M (Dams: *n* = 4), TiO_2_-H (Dams: *n* = 5), and Sham (Dams: *n* = 7) groups (Experiment 2). All animals were housed under controlled conditions (temperature: 22 ± 1°C, humidity: 50 ± 5%) with a 12-h light/12-h dark cycle and *ad libitum* access to food and water. On GD 10.5, 25 μL of the vehicle or TiO_2_-NP suspension was intratracheally administered to pregnant mice of Sham and TiO_2_-NP exposure groups using MicroSprayer (MicroSprayer/Syringe Assembly–MSA-250-M for Mouse, Penn-Century Inc., PA, United States). We selected GD 10.5 as the administration date because around this date is important time point for the differentiation of the mantle and marginal layers begins and eventually will form the gray matter and white matter after this date (Chen et al., 2017). Administration was performed under anesthetization with intraperitoneal injection of sodium pentobarbital according to manufacturer’s recommendation. The brains and tails of offspring mice were collected under anesthetized with isoflurane on postnatal day (PND) 1. All animal experiments were treated and handled in accordance with the Animal Research: Reporting *In Vivo* Experiments (ARRIVE) guidelines for the care and use of laboratory animals (Kilkenny et al., 2010), and with the approval of the Institutional Animal Care and Use Committee of Tokyo University of Science.

### Genomic DNA and Total RNA Extraction From the Neonatal Brain

Whole-brain tissues were homogenized in 300 μL of phosphate-buffered saline (PBS) and divided into two tubes for extracting genomic DNA (200 μL) and total RNA (100 μL). Total RNA was extracted and purified using ISOGEN-LS (Nippon Gene Co., Tokyo, Japan) according to the manufacturer’s instructions. For DNA extraction, 150 μL of PBS and 350 μL of 2× extraction buffer [20 mM Tris-HCl (pH8.0), 0.2 M EDTA, 1% SDS, and 0.6 mg/ml Proteinase K] were added and incubated overnight at 55°C. After RNase A treatment, genomic DNA was extracted by phenol/chloroform extraction and ethanol precipitation, followed by purification using NucleoSpin^®^ gDNA Clean-up (Macherey-Nagel GmbH & Co., KG, Germany), according to the manufacturer’s instructions.

### Sex Determination

For each neonatal mouse from which brain samples were collected, genomic DNA was extracted from the tails and used for sex determination. For DNA extraction, 50 μL of TE buffer [10 mM Tris-HCl (pH 8.0), 1 mM EDTA] and 1.5 μL of proteinase K (10 mg/ml) was added to small pieces of tails and incubated overnight at 55°C. DNA was purified using NucleoSpin® gDNA Clean-up (Macherey-Nagel). Extraction of the genomic DNA was confirmed by PCR amplification of the genomic sequence of the glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) with specific primers (F: 5′- CAC​CCT​GGC​ATT​TTC​TTC​CA-3′, R: 5′- GAC​CCA​GAG​ACC​TGA​ATG​CTG-3′). The sex of each offspring mouse was determined by PCR amplification of the genomic sequence of the sex-determining region Y (*Sry*) gene with specific primers (F: 5′-TGG​GAC​TGG​TGA​CAA​TTG​TC-3′, R: 5′-GAG​TAC​AGG​TGT​GCA​GCT​CT-3′). Genomic DNA obtained from male mouse was used for positive control for PCR amplification.

### Methylated DNA Immunoprecipitation

Genomic DNA obtained from the brain of offspring was pooled for each of the following four groups: Sham male, Sham female, TiO_2_-H male, TiO_2_-H female. For Sham group, 2 offspring from 5 dams were pooled all together to have one sample. For TiO_2_-H group, 2 offspring from 6 dams were pooled all together to have one sample. The pooled DNA was then sonicated with Bioruptor (Cosmo Bio. Co., Ltd., Tokyo, Japan) to produce a random fragment, mainly ranging from 200 to 800 bp. The fragmented DNA (1.5 μg/100 μL) was denatured for 10 min at 95°C and incubated in a mixture of anti-5-methyl cytosine antibody (33D3) (ab10805; Abcam Inc., Cambridge, MA, United States) and Dynabeads® M-280 sheep anti-mouse IgG (Cat. No. 11201D; Life Technologies Inc., Gaithersburg, MD, United States) in 300 μL of immunoprecipitation (IP) buffer [20 mM Tris-HCl (pH8.0), 150 mM NaCl, 2 mM EDTA, 1% Triton X-100] overnight at 4°C. The beads combined with methylated DNA fragments were collected using a magnetic separator (MagnaRack™ Magnetic Separation Rack; Cat. No. CS15000; Thermo Fisher Scientific, Inc., Waltham, MA, United States), washed with IP buffer, and then incubated with elution buffer [25 mM Tris-HCl (pH8.0), 10 mM EDTA, 0.5% SDS, 0.25 mM DTT] for 15 min at 65°C. Finally, DNA fragments were removed from beads using a magnetic separator and purified by phenol/chloroform extraction and ethanol precipitation.

### CpG Island Microarray for DNA Methylation Profiling

Input DNA and methylated DNA fragments (500 ng for each group) were labeled with Cy3 or Cy5 and purified using the SureTag DNA Labeling Kit (Agilent Technologies Inc., Santa Clara, CA, United States), respectively. The acquisition of CpG island microarray data using labeled DNA was performed with support from Agilent Technologies. Cy3-labeled input samples or Cy5-labeled methylated samples were mixed and then competitively hybridized to a Mouse CpG Island 2 × 105 K Microarray (Agilent Technologies), consisting of 88737 probes, using Oligo aCGH/ChIP-on-chip Hybridization Kit (Agilent Technologies), washed with Oligo aCGH/ChIP-on-chip Wash Buffer (Agilent Technologies), according to the manufacturer’s instructions, and scanned by SureScan G2600D (Agilent Technologies). Scanner output images were normalized and digitalized using Agilent Genomic Workbench (Agilent Technologies), and probes with a *p*-value less than 0.05 were extracted. Probes that presented higher values than the background, at least in either the Sham or TiO_2_ groups, were extracted. Relative DNA methylation was calculated by dividing the Cy5 signal by the Cy3 signal and then comparing Sham and TiO_2_-NP groups. Genes with CpG islands presenting ratios of relative DNA methylation ≥ 1.5-fold or ≤ 0.67-fold in the TiO_2_-NP group, compared with the Sham group, were determined as those demonstrating an increase or decrease in DNA methylation states, respectively. The number of flagged genes was identified using GenBank Accessions annotated on each probe in the microarray.

### DNA Methylation Analysis of Specific Loci

Enrichment of methylated DNA was performed using a Methyl Collector Ultra kit (Active Motif Inc., Carlsbad, CA, United States) according to manufacturer’s instructions. Briefly, genomic DNA was digested with restriction enzyme Mse I (Nippon genetics, Co., Ltd., Tokyo, Japan). The digested DNA (0.5 μg) was incubated with a His-tagged recombinant MBD2b/MBD3L1 protein complex to capture methylated DNA. These protein–DNA complexes were captured with nickel-coated magnetic beads. Captured methylated DNA was eluted with elution buffer supplemented with proteinase K and subsequently purified using MinElute PCR clean-up kit (QIAGEN, Hilden, Germany). Obtained methylated DNA and input DNA were applied for quantitative real-time PCR to quantitate DNA methylation level of target genes. Relative methylation levels of target genes were calculated for each sample after normalization to input signals.

### Microarray for mRNA Expression Profiling

Total RNA was equally pooled from each sample to obtain 45 μg for each of the four groups (Sham male, Sham female, TiO_2_-H male and TiO_2_-H female). For Sham group, 2 offspring from 5 dams were pooled all together to have one sample. For TiO_2_-H group, 2 offspring from 6 dams were pooled all together to have one sample. The pooled RNA was then purified using RNeasy Micro Kit (Qiagen). RNA integrity was evaluated using a Bioanalyzer 2100 (Agilent Technologies) and confirmed that the RNA integrity number (RIN) value is greater than 7. Each of the pooled RNA samples was labeled with Cy3 and hybridized to the SurePrint G3 Mouse GE 8 × 60 K Microarray (Agilent Technologies), consisting of 62976 spots, using the Gene Expression Hybridization Kit (Agilent Technologies) according to the protocol provided by Takara Bio, Inc. (Shiga, Japan). The microarray was then washed using Gene Expression Wash Pack (Agilent Technologies) and scanned using a DNA microarray scanner (G2565CA; Agilent Technologies). Scanner output images were normalized and digitalized using Feature Extraction software (Agilent Technologies) according to the Minimum Information About a Microarray Experiment (MIAME) guideline. The number of flagged genes (mRNAs) was identified using GenBank Accessions annotated on each probe in the microarray. The threshold value used to designate differentially expressed mRNAs was a fold change of ≥1.5 or ≤0.67.

### Real-Time Reverse Transcription-Polymerase Chain Reaction

In brief, total RNA (1 μg) was employed as a template to generate the first-strand cDNA using M-MLV reverse transcriptase (Thermo Fisher Scientific), according to the manufacturer’s instructions. Quantitative RT-PCR was performed using Thunderbird^TM^ SYBR^®^ qPCR Mix (Toyobo Co. Ltd., Osaka, Japan) and primers (Fasmac Co. Ltd., Kanagawa, Japan) for indicated genes (Supplementary Table S1) in Mx3000P (Stratagene, La Jolla, CA, United States). A dilution series of pooled cDNA samples was used for each primer pair to generate a relative standard curve. Relative expression levels of target genes were calculated for each sample after normalization to *Gapdh*.

### Functional Analysis of Microarray Data by Gene Ontology

To better understand the biological implications of microarray results, functional analyses were performed using gene annotation by Gene Ontology (GO). All genes printed on the microarray were annotated with GO using an annotation file (ftp://ftp.ncbi.nih.gov/gene/DATA/gene2go.gz) provided by the National Center for Biotechnology Information (NCBI; Bethesda, MD). The annotations were updated in February 2021. Differentially expressed genes were classified by GO and pathways based on their functions. Enrichment factors for each GO were defined as (nf/n)/(Nf/N), where nf is the number of flagged genes within the category, Nf is the total number of genes within the same category, n is the number of flagged genes in the entire microarray, and N is the total number of genes in the microarray. Statistical analysis was performed with Fisher’s exact test, based on a hypergeometric distribution to calculate *p* values. The categories with enrichment factors ≥ 2, nf ≥ 5, and *p* < 0.05 were extracted.

### Extraction of Cells, Biological Functions, or Brain Regions Susceptible to Prenatal TiO_2_-NP Exposure by Medical Subject Headings

All genes printed on the microarray were annotated with MeSH using the Gene-MeSH correspondence table provided by the National Center for Integrative Biotechnology Information (NCIBI). Annotations were updated in April 2018. Enrichment factors for each MeSH were defined as stated in *Functional Analysis of Microarray Data by Gene Ontology*. Statistical analysis was performed with Fisher’s exact test, based on a hypergeometric distribution to calculate *p* values. The categories with enrichment factors ≥ 2, nf ≥ 5, and *p* < 0.05 were extracted.

### Statistical Analysis

Data values are presented as mean ± standard deviation (S.D). Data on litter size were analyzed using one-way analysis of variance (ANOVA), followed by post-hoc Tukey-Kramer test. The body weight of offspring mice and quantitative RT-PCR data were analyzed using two-way ANOVA with exposure and sex as factors, followed by post-hoc Tukey-Kramer test.

## Results

### Titanium Dioxide Nanoparticle Characterization

TiO_2_-NP suspension was characterized by TEM and DLS analyses. TEM analysis of the intratracheally administered suspension (4 μg/μL) revealed agglomerates ranging between 25–100 nm in diameter (Figure 1A). DLS analysis demonstrated small, agglomerated particles with a peak size of 78.6 nm (Figure 1B). The polydispersity index of 0.195 was less than 0.2, thus indicating a narrow size distribution (Tanvir et al., 2012). The observed 78.6 nm size corresponds well with the typical small agglomerate sizes of TiO_2_-NPs observed under TEM.

**FIGURE 1:**
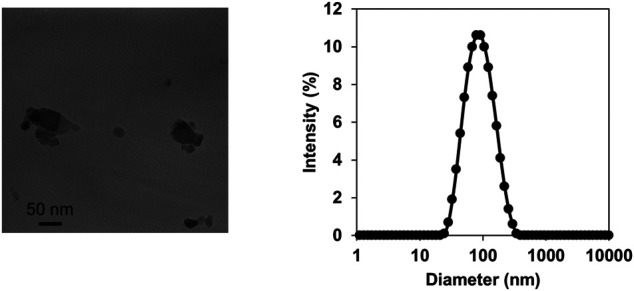
Characterization of titanium dioxide nanoparticles (TiO_2_-NPs). Transmission electron microscopy images of TiO_2_-NPs in the intratracheally administered suspension **(A)**. Size distribution of TiO_2_-NP in the suspension determined by dynamic light scattering **(B)**.

### Litter Size, Sex Ratio, and Body Weight of Offspring

We assessed the effects of prenatal TiO_2_-NP (TiO_2_-L, -M, and -H) exposure on the number, sex ratio, and body weight of offspring. No significant differences in the number, sex ratio, and body weight of offspring were observed between the Sham and TiO_2_-NP groups (Table 1).

**TABLE 1:** Number, sex ratio, and body weight of 1-day-old offspring.

	Group	Number of offspring per dam	Sex ratio (male %)^a^	Body weight of offspring (g)	
				Male	Female
Experiment 1	Sham (Dams: *n* = 5)	7.00 ± 0.71	42.9	1.32 ± 0.17	1.23 ± 0.04
	TiO_2_-H (Dams: *n* = 6)	7.67 ± 1.03	60.0	1.33 ± 0.08	1.32 ± 0.09
Experiment 2	Sham (Dams: *n* = 7)	7.14 ± 2.12	47.7	1.22 ± 0.10	1.22 ± 0.08
	TiO_2_-L (Dams: *n* = 3)	6.00 ± 2.00	50.0	1.40 ± 0.12	1.23 ± 0.06
	TiO_2_-M (Dams: *n* = 4)	7.50 ± 1.29	57.7	1.25 ± 0.07	1.21 ± 0.11
	TiO_2_-H (Dams: *n* = 5)	6.80 ± 1.92	46.9	1.25 ± 0.14	1.22 ± 0.09

Data are presented as mean ± SD.

a Sex ratio (%) = male/(male + female) × 100.

### DNA Methylation Profile in the Offspring Brain

We performed genome-wide DNA methylation analysis using a Mouse CpG island 2 × 105 K Microarray, with 88738 probes designed for 15342 CpG islands. Probes were designed for multiple regions of each gene. In the TiO_2_-H group, the number of probes with differential methylation was 11266 (≥1.5-fold: 758, ≤0.67-fold: 10508) and 15223 (≥1.5-fold: 3,779, ≤0.67-fold: 11444) in male and female offspring brains, respectively (Supplementary Tables S2, S3). Overall, DNA methylation levels were increased in 614 and 2,924 genes and were decreased in 6,220 and 6,477 genes following TiO_2_-NP exposure in the male and female offspring, respectively (Supplementary Tables S4–S7). Prenatal TiO_2_-NP exposure altered the methylation state of genes in all chromosomes. (Figure 2).

**FIGURE 2:**
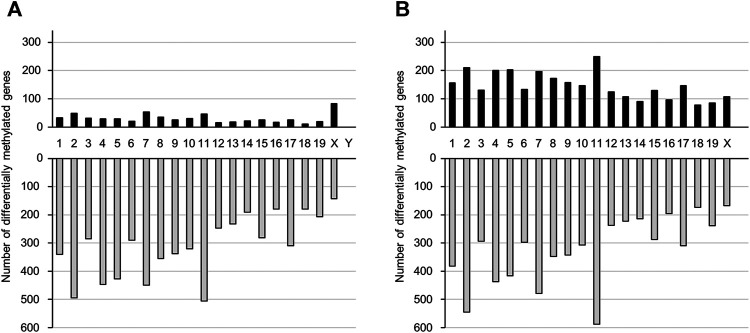
The number of genes that show altered DNA methylation states following prenatal TiO_2_-NP exposure. Number of genes presenting altered DNA methylation states between Sham and TiO_2_-H groups in the brains of 1-day-old offspring mice [**(A)**: male, **(B)**: female]. Black and gray bars indicate the number of genes with increased and decreased DNA methylation levels, respectively, in the TiO_2_-H groups when compared with the Sham group. The x-axis shows chromosome numbers.

### mRNA Expression Profile in the Offspring Brain

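Gene expression was measured with a one-color oligonucleotide array, on which 1 labeled RNA sample is hybridized per array and the brightness of a spot reports the amount of its target. The array held 62976 spots, of which 59305 were not control spots and carried 55681 different probes. For each of the 4 groups, brain RNA of 2 offspring per dam at postnatal day 1 was pooled and hybridized to 1 array. The pools came from 5 dams in each Sham group and 6 dams in each TiO_2_-H group. Experiment 1 of the paper had 5 Sham and 6 TiO_2_-H dams in all. The male and female pools of an exposure thus came from the same dams. The dams of the TiO_2_-H groups received 100 μg TiO_2_-NP per mouse, as 25 μL of a 4 μg/μL suspension (the labels of the samples write 4 μg/L). The paper gives the day of exposure as gestational day 10.5, and the sample labels also give day 14. With 1 array per group there was no replicate, so that no test could be made within a sex, and the number of arrays limits the precision. The 4 arrays lay on 1 slide, with both Sham arrays in one row and both TiO_2_-H arrays in the other.

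The authors deposited the scanner output of each array. Its processed signal is an intensity from which the Feature Extraction software had subtracted the local background, with no scaling between arrays. The share of spots well above background was 56.9% on the Sham male array, 56.2% on the Sham female array, 59.4% on the array labelled TiO_2_-H male and 61.2% on the array labelled TiO_2_-H female. No spot was saturated, and 181, 171, 148 and 138 spots, respectively, were marked as outliers by the software and left out. The 75th percentile of the processed signal was 810 and 795 on the Sham male and Sham female arrays, and 867 and 871 on the arrays labelled TiO_2_-H male and TiO_2_-H female. The log2 processed signal minus the log2 of this percentile was used here. Spots of the same probe were averaged, and the probe with the highest mean signal stood for each of 26197 GenBank accessions. A fold change was computed where the probe was well above background on at least 1 of the 2 arrays compared. A probe not well above background on an array was set there to the higher of its own signal and the lowest signal of any probe well above background, so that its fold change is read as a bound, written as at least N-fold. Where its own signal was the higher, the ratio is that of the 2 signals as they were read, with the error of a dim spot, and is no strict limit. Among 399 probes spotted 10 times, the SD of the log2 signal between spots of a probe on 1 array was between 0.10 and 0.11 where the probe was well above background, and between 0.32 and 0.45 where it was not. These values cover the error of single spots only.

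mRNAs that differ between the sexes were examined first, because each direction below is read within a sex. Xist, the noncoding RNA of the inactive X chromosome (NR_001463), had a processed signal of 276 on the Sham female array and 347 on the array labelled TiO_2_-H male, and was not well above background on the Sham male array or the array labelled TiO_2_-H female. The Y-linked mRNA Eif2s3y (NM_012011) had a signal of 3519 on the Sham male array, 420 on the Sham female array and 4345 on the array labelled TiO_2_-H female, and was not well above background on the array labelled TiO_2_-H male. Ddx3y (NM_012008), also Y-linked, had signals of 1418, 143 and 1783 on the same 3 arrays, and was likewise not well above background on the array labelled TiO_2_-H male. The brighter probe of Uty (NM_009484) was well above background on the Sham male array and the array labelled TiO_2_-H female, with signals of 49.9 and 47.6. All 6 probes of these mRNAs that were well above background on any array went against the sex labels of the TiO_2_-H arrays, and the probe of Kdm5d was not well above background on any array. The TiO_2_-H arrays are therefore named by their labels, and each direction given for a sex rests on those labels.

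**Figure D1:**
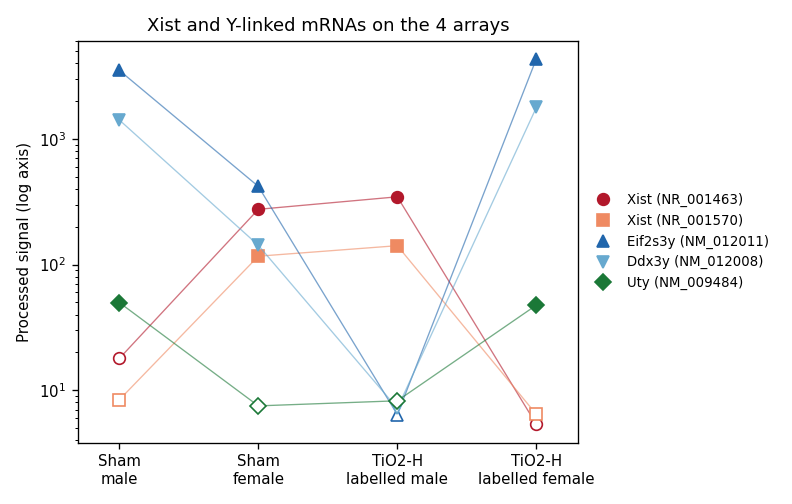
Processed signal (log axis) of Xist (2 accessions), Eif2s3y, Ddx3y and Uty on each of the 4 arrays; each point is 1 array of pooled RNA, filled where the probe was well above background and open where it was not, and lines join the points of a probe. Eif2s3y stands at 3519 on the Sham male array and 4345 on the array labelled TiO_2_-H female, and Xist at 276 on the Sham female array and 347 on the array labelled TiO_2_-H male.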

We performed a comprehensive analysis of differentially expressed mRNAs following prenatal TiO_2_-NP exposure using SurePrint G3 Mouse GE 8 × 60 K Microarray (Design ID: 028005), containing 55,681 probes. 

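On the arrays labelled male, 534 of 18616 mRNAs were at or above 1.5-fold and 419 at or below 0.67-fold in TiO_2_-H relative to Sham. Of these, 231 increased and 154 decreased mRNAs were well above background on both arrays, while 303 and 265 were well above background on only 1 of them and passed the threshold as a bound, 62 and 26 of them with the dim probe at its own signal. On the arrays labelled female, 369 of 18899 mRNAs were increased and 424 decreased, and 165 and 209 of these, respectively, were well above background on both arrays. Changes of at least 10-fold were read for 14 increased and 53 decreased mRNAs on the arrays labelled male, and for 5 and 49 on the arrays labelled female, some of them as a bound. The 2 Sham pools came from the same dams, so that their comparison holds no difference between litters. As a measure of how many mRNAs pass these thresholds with no difference in exposure, the 2 Sham arrays were compared with each other. There, 389 mRNAs were higher and 386 lower in the Sham female array than in the Sham male array, of 18145, and 41 and 43 of them differed by at least 10-fold. Among the settings run, the count of 369 increased mRNAs on the arrays labelled female ranged from 136, under a normexp background correction on the median signals, to 895, with no floor and every probe counted, both settings chosen after the data were seen. Without scaling of the arrays, increases were more frequent than decreases on the arrays labelled female, with 664 and 341.

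**Figure D2:**
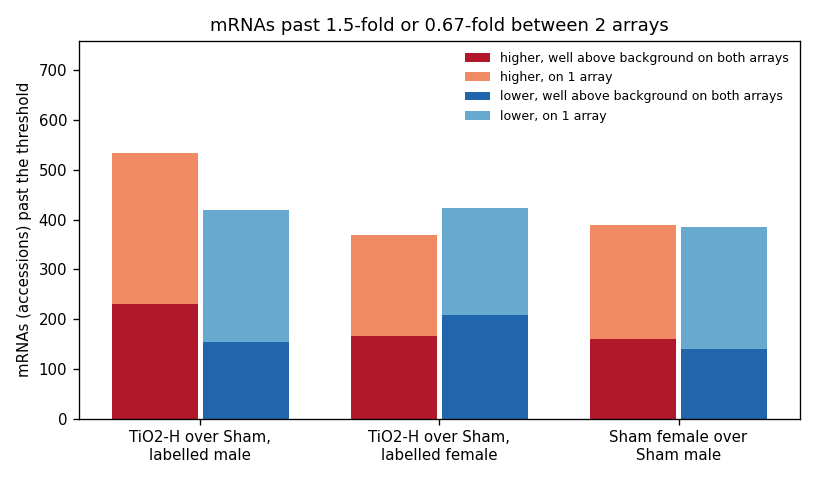
Number of mRNAs (GenBank accessions) past 1.5-fold or 0.67-fold in 3 comparisons of 2 arrays, with 1 array of pooled RNA per group; dark parts of the bars are mRNAs well above background on both arrays and light parts mRNAs well above background on 1 array. The comparison of the 2 Sham arrays gave 389 higher and 386 lower mRNAs, beside 534 and 419 for TiO_2_-H over Sham on the arrays labelled male.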

The results revealed that 658 and 650 mRNAs were upregulated (≥1.5-fold) in male and female offspring brains of the TiO_2_-H group when compared with the Sham group (Supplementary Tables S8A, S9A); in contrast, prenatal TiO_2_-NP exposure downregulated 482 and 409 mRNAs (≤0.67-fold) in male and female offspring brains (Supplementary Tables S8B, S9B). Then, differentially expressed mRNAs that correlated with changes in the DNA methylation status were extracted. 

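The mRNA side of the genes that the paper lists with an opposite change in CpG island methylation was followed on the expression arrays, while the methylation arrays were not analysed here. The paper's Table S10A lists 91 accessions for males and Table S10B 89 for females, of which 84 and 80 had a probe under the same accession. The probe behind a listed fold change was taken to be the one whose own ratio came within 1% (or 0.0006) of it, which identified 52 and 55 of them under the listed accession. The values of at least 10 and 8 others were matched by a probe of another accession of the gene. This search was made later and does not enter the counts here, and it missed some probes. Those of AK082335 (Adam22), AK162803 (Dleu2) and AK049799 (E130307A14Rik), with ratios of 5.262, 5.016 and 7.571, also matched values of Table S10A. Of the 52 and 55, 18 on the arrays labelled male and 9 on the arrays labelled female were well above background on both arrays. With dim signals set to the lowest signal well above background, 36 of 52 and 29 of 55 were at or above 1.5-fold.

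Of the 13 accessions in Table 2A and the 35 in Table 2B, 8 and 21 were identified in this way under the listed accession. At least 3 and 6 others were identified by a probe of another accession. The later search missed the probe of AK144269 (Lemd1), whose ratio of 0.188 matched Table 2A. Of the 8 and 21, 1 and 9 were well above background on both arrays. All 8 and all 21 were at or below 0.67-fold. Epcam (NM_008532) had a processed signal of 877 on the Sham male array and was not well above background on the other 3 arrays, so that its log2 fold change was -4.99 or lower on the arrays labelled male. Isl2 likewise had a signal of 707 on the Sham male array only, with a log2 fold change of -4.49 (from its own signal of 33.7 on the array labelled TiO_2_-H male, which was not well above background). Rasgrf2 was measured on both arrays, with a log2 fold change of -1.94 (error given by the scanner software 0.26), but the brightest probe of its accession had 0.17. The listed Rasgrf2 probe had a signal of 214 on the Sham male array and between 51.2 and 59.9 on the other 3 arrays. Jakmip3, with a signal of 466, and Gpr50, with a signal of 106, were well above background on the Sham female array only, and their log2 fold changes on the arrays labelled female were -4.45 or lower and -2.31 or lower. The brightest mRNAs of Table 2B identified under the listed accession were measured on both arrays, where the log2 fold change was -1.25 for Prdm12, -1.37 for Stk33 and -0.88 for Ap3s1 (error 0.21 each) on the arrays labelled female; for the latter 2 the brightest probe of the accession had -0.47 and 0.062. The listed probes were also higher on the Sham female than on the Sham male array, by 1.12, 1.77 and 0.67 on the log2 scale. Their Sham male signals lay nearer than the Sham female signals to those of the TiO_2_-H arrays. Table 2B also lists Xist (NR_001463), at 0.050, which is the RNA that goes against the sex labels of the TiO_2_-H arrays; its listed value was matched by the probe of its other accession (NR_001570), at 0.0503, and not by that of NR_001463. The later search found no probe of the gene that matched the listed values of Nr4a3 and Pax2.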

In the TiO_2_-H group, 88 and 89 genes were upregulated (≥1.5-fold) accompanied by demethylation of CpG islands (Figures 3A,B; Supplementary Tables S10A,B), while 13 and 33 genes were downregulated (≤0.67-fold) accompanied by methylation of CpG islands in male and female offspring mice, respectively (Figures 3A,B; Tables 2A, B). 

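Table S11 lists 7 genes whose mRNA was increased and CpG island methylation decreased in both sexes. For 6 of them, a probe of the gene was found whose ratio came within 1% of the listed fold change in both males and females. For 5 of the 6, namely 1810041L15Rik, Chic1, Cyp4f39, Hs6st3 and Synj2, this probe was not well above background on either Sham array. Its processed signal lay between 18.2 and 26.1 on the Sham male array, where the lowest signal well above background was 30.4. With 1 exception, given below, its fold change was thus a bound: Cyp4f39 (NM_177307) was at least 1.53-fold higher on the arrays labelled male and at least 1.45-fold on the arrays labelled female. Chic1 (NM_009767) was at least 1.46-fold higher on the arrays labelled male and 2.07-fold on the arrays labelled female, the latter no bound, since its own signal of 35.0 on the Sham female array lay above the lowest signal well above background there, 31.7. The same comparisons gave at least 1.1-fold and at least 1.17-fold for 1810041L15Rik (NM_001163145). Hs6st3 (NM_015820) was at least 1.52-fold higher on the arrays labelled male, while its bound on the arrays labelled female lay under 1, so that no fold change is given there. For Synj2 the matching probe carried NM_011523, another accession than the listed one, and was at least 1.76-fold and at least 1.87-fold higher. A brighter Synj2 probe, of NM_001113353, had signals between 427 and 485 and log2 fold changes of 0.087 and 0.032, and that of NM_001113351 was at least 2.23-fold higher on the arrays labelled male and not well above background on either array labelled female. The probe that stood for the accession by its brightness was another one for 1810041L15Rik, Chic1 and Hs6st3. It had log2 fold changes of -0.14 and -0.031 for 1810041L15Rik, 0.34 and 0.12 for Chic1, and 0.28 and -0.32 for Hs6st3, on the arrays labelled male and female. Stard7 (NM_139308) had 1 probe, with processed signals between 13030 and 15890 and log2 fold changes of 0.19 and -0.022.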

Unexpectedly, few of these extracted genes were common in male and female offspring (Supplementary Table S11).

**FIGURE 3:**
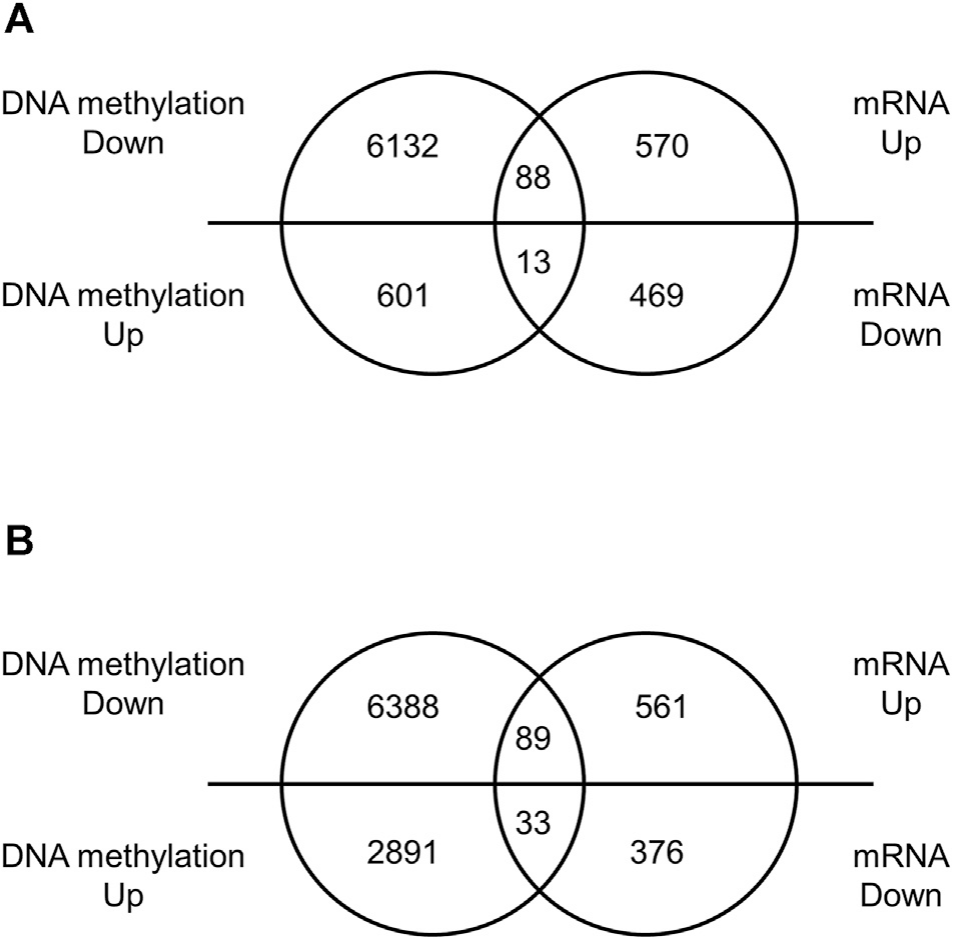
The number of differentially expressed genes with altered DNA methylation following TiO_2_-NP exposure.—Venn diagram analysis whether differentially expressed genes are accompanied by alteration of DNA methylation. Venn diagram showing the number of differentially expressed genes with altered DNA methylation following TiO_2_-NP (Sham vs. TiO_2_-H) in the brains of 1-day-old offspring mice [**(A)**: male, **(B)**: female]. The DNA methylation state and expression level of genes were identified by Mouse CpG Island Microarray and SurePrint G3 Mouse GE 8 × 60 K Microarray, respectively.

**TABLE 2:** The genes of which expression levels were decreased with increased methylation of CpG island in the brain of male (A) and female (B) offspring.

A				
GenBank accession	GeneSymbol	Target position of probe on CpG island microarray	mRNA	DNA methylation
			Fold change	Fold change of relative methylation
NM_001161855	4933416C03Rik	chr10:115551150–115551194	0.165	2.153
NM_008532	Epcam	chr17:88039798–88039842	0.013	1.729
NM_008192	Gucy2e	chr11:69049315–69049359	0.105	1.541
NR_027967	Hhatl	chr9:121698137–121698187	0.600	2.288
NM_213729	Inca1	chr11:70513486–70513530	0.196	1.704
NM_027397	Isl2	chr9:55394278–55394322	0.045	1.522
NM_001033250	Lemd1	chr1:134086976–134087020	0.188	1.840
NM_015743	Nr4a3	chr4:48060289–48060333	0.056	2.393
NM_008814	Pdx1	chr5:148081815–148081859	0.078	1.623
NM_009027	Rasgrf2	chr13:92901976–92902020	0.263	3.225
NM_001164704	Renbp	chrX:71167531–71167575	0.199	3.621
NM_001033415	Shisa3	chr5:67999755–67999799	0.306	1.502
NM_173429	Zfp775	chr6:48569751–48569795	0.664	1.528
NM_173429	Zfp775	chr6:48570111–48570155	0.664	1.549
NM_173429	Zfp775	chr6:48570207–48570251	0.664	2.012
NM_173429	Zfp775	chr6:48570342–48570386	0.664	2.204

B
GenBank accession	GeneSymbol	Target position of probe on CpG island microarray	mRNA	DNA methylation
			Fold change	Fold change of relative methylation
NR_024323	4930426L09Rik	chr2:18919881–18919925	0.221	1.977
NM_026185	Abhd15	chr11:77328807–77328851	0.058	1.661
NM_009681	Ap3s1	chr18:46901926–46901970	0.541	2.070
NM_001163614	Ascl4	chr10:85391455–85391499	0.513	1.767
NM_001163614	Ascl4	chr10:85391524–85391568	0.513	1.602
NM_016709	Auh	chr13:53024981–53025025	0.247	1.692
NM_009877	Cdkn2a	chr4:88940707–88940751	0.084	1.630
NM_007760	Crat	chr2:30271133–30271177	0.144	2.214
NR_028264	Dleu2	chr14:62301793–62301837	0.066	2.086
NR_028264	Dleu2	chr14:62305865–62305909	0.066	1.558
NR_028264	Dleu2	chr14:62300358–62300402	0.066	1.526
NM_133763	Dnttip1	chr2:164571271–164571315	0.282	1.520
NM_027828	Fam110c	chr12:31758655–31758699	0.105	1.608
NM_015821	Fbxl8	chr8:107788500–107788544	0.374	1.752
NM_018789	Foxo4	chrX:98450245–98450289	0.134	1.854
NM_010340	Gpr50	chrX:68917753–68917797	0.045	1.609
NM_010468	Hoxd3	chr2:74578542-74578586	0.371	1.809
NM_010468	Hoxd3	chr2:74550322–74550366	0.371	1.619
NM_028708	Jakmip3	chr7:146132486–146132530	0.036	4.012
NM_001033430	Jhdm1d	chr6:39155596–39155640	0.122	2.359
NM_001033430	Jhdm1d	chr6:39157044–39157088	0.122	1.774
NM_001037712	Kcnh6	chr11:105881863–105881907	0.153	1.967
NM_030716	Kcnip2	chr19:45890581–45890625	0.500	1.823
NM_152895	Kdm5b	chr1:136457792–136457836	0.227	1.678
NM_023061	Mcam	chr9:43943262–43943306	0.444	2.490
NM_001122667	Mkl2	chr16:13256418–13256462	0.100	1.806
NM_181860	Mkl2	chr16:13257041–13257085	0.100	1.574
NM_011037	Pax2	chr19:44830746–44830790	0.044	1.621
NM_001162929	Pom121l2	chr13:22073387–22073431	0.142	1.679
NM_001123362	Prdm12	chr2:31495757–31495801	0.420	1.676
NM_001164570	Rffl	chr11:82684465–82684509	0.474	1.706
NM_017395	Rfx5	chr3:94758251–94758295	0.221	1.892
NM_019732	Runx3	chr4:134708685–134708729	0.531	1.612
NM_011432	Snrpc	chr17:27977231–27977275	0.482	1.763
NM_054103	Stk33	chr7:116582357–116582401	0.387	1.933
NM_011517	Sycp3	chr10:87922666–87922710	0.427	1.532
NM_009331	Tcf7	chr11:52096304–52096348	0.104	1.611
NM_001085555	Tcp11	chr17:28217573–28217617	0.066	2.106
NM_013687	Tcp11	chr17:28217206–28217250	0.066	1.703
NR_001463	Xist	chrX:100677336–100677380	0.050	1.721
NR_001463	Xist	chrX:100677473–100677517	0.050	1.547

The threshold value used to designate altered mRNA expression or DNA methylation was a fold change of ≥1.5 or ≤0.67.

### DNA Methylation Analysis of the Gene That Showed Altered DNA Methylation Accompanied by Changes in mRNA Expression

We further analyzed the alteration of DNA methylation using enrichment of methylated DNA fragment with methyl DNA binding proteins followed by quantitative PCR. We focused on the genes that showed altered DNA methylation accompanied by changes in mRNA expression. Experiments were performed on those genes for which PCR primers capable of specific amplification could be designed. DNA methylation state of *Cyp4f39* and *Hs6st3* genes were significantly decreased (Figure 4) in offspring brains. Significant difference of DNA methylation state was not detected in *Synj2* gene, but it seems to decrease in female offspring brains.

**FIGURE 4:**
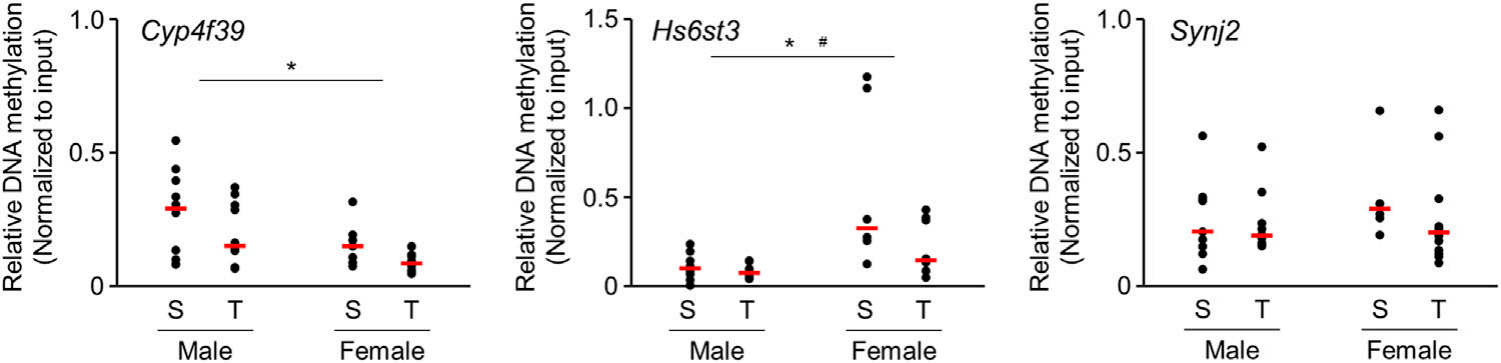
Scatter plots of brain DNA methylation levels of 1-day-old offspring mice from TiO_2_-H and Sham groups determined by Enrichment of Methylated DNA Fragments Followed by qPCR. Methylated DNA fragments were enriched from genomic DNA obtained from each sample {two offspring were randomly selected from each dam [Sham (S): *n* = 5, TiO_2_-H (T): *n* = 6]} using Methyl Collector Ultra Kit (Active Motif). Then, methylated DNA fragments were subjected to qPCR analysis. Two-way ANOVA with exposure and sex as factors, followed by post-hoc Tukey test. *p < 0.05: main effect of TiO_2_-NP exposure on relative DNA methylation; ^#^ *p* < 0.05: main effect of sex on relative DNA methylation (Sham vs. Exposure).

### Quantitative Real-Time RT-PCR Analysis of mRNA Expression

Microarray analysis revealed that several mRNAs were differentially expressed in the brains of offspring prenatally exposed to TiO_2_-NP. In particular, mRNAs with altered expression levels in both males and females are speculated to be closely related to adverse health effects induced following TiO_2_-NP exposure. 

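Among mRNAs well above background on both arrays of a comparison, the log2 ratio of TiO_2_-H over Sham had a robust SD of 0.14 on the arrays labelled male and 0.14 on the arrays labelled female, against 0.092 between the 2 Sham arrays and 0.089 between the 2 TiO_2_-H arrays. The 5 largest increases on the arrays labelled male were those of Cd38 (log2 fold change 2.88), A630081J09Rik (2.72), Gm11992 (2.59), Mars2 (2.48) and 6030451C04Rik (2.41). The 5 largest decreases there were those of Slc5a11 (-4.44), Rffl, Hsbp1l1 (-3.98), Gm9876 (-3.86) and Slc8a1 (-3.71). On the arrays labelled female, the largest increases were those of the Y-linked Ddx3y (3.515) and Eif2s3y (3.24), followed by AK051627 (2.61), Arhgap4 (2.56) and Mageb1 (2.55). The largest decreases there were those of Fbxl21 (-4.87), Usp27x (-4.03), Olfr123 (-3.78), Gm10204 (-3.61) and Pnma5 (-3.60). Apart from the 2 Y-linked mRNAs, the signal of each was 3.73-fold or more higher on 1 array than on any other, such as that of Slc5a11, with a processed signal of 1006 on the Sham male array and between 30.7 and 51.7 on the others.

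The 2 TiO_2_-H arrays were also tested against the 2 Sham arrays with limma, which takes the pools of both sexes as 2 samples per exposure. These 2 pools came from the same dams and are not independent, so that the p-values do not measure variation between litters. None of 19463 mRNAs had an adjusted p-value under 0.05 after Benjamini-Hochberg adjustment, and the lowest adjusted p from limma was 0.277. At an unadjusted p under 0.05 there were 3243 mRNAs, or 16.7%. An exact permutation test of 2 arrays against 2 cannot give a p below 0.33. On simulated data with 200 mRNAs changed by 3-fold, the same limma fit recovered 100% of them. Those simulated arrays differed by the scanner software's error alone, with no difference between pools, litters or slide rows. The simulation therefore does not show that a real change of this size would be found here.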

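Of 18047 mRNAs that could be compared in both sexes, 38 were at or above 1.5-fold and 26 at or below 0.67-fold in both, by the labels of the arrays. From the totals of each sex alone, 5.23 and 2.69 would coincide. Dim mRNAs pass the threshold more often, however, and within 20 bins of mean signal the expected numbers were 21.2 and 9.33; these bins were introduced after the counts had been seen. A change in opposite directions was found for 12 mRNAs increased in males and decreased in females, with 17.1 expected within the bins, and for 13 the other way, with 10.2 expected. Of 17158 mRNAs well above background on all 4 arrays, 19 were increased and 6 decreased in both sexes. Across these mRNAs, which are not independent replicates, the log2 fold changes of the 2 sexes had a Pearson correlation of 0.257 and a Spearman correlation of 0.456. Among those well above background on all 4 arrays, the shared mRNAs with the largest smaller change of the 2 sexes were Dcc, Rffl, with log2 fold changes of -4.23 and -1.07, Rhox8, with 1.37 and 1.02 (but 0.13 and -0.17 with its other detected probe), Runx3, with -1.06 and -0.91, and Kdm5b (AK163481), with -0.91 and -2.14.

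Lists chosen in one sex were then followed in the other, whose arrays had not entered the choice. The mRNAs increased on the arrays labelled male had a median log2 fold change of 0.19 on the arrays labelled female (379 mRNAs), above all of 10000 random lists of the same size and mean signal. The mRNAs decreased on the arrays labelled male had a median of 0.000 there (221 mRNAs), at percentile 2.37. Those increased on the arrays labelled female had a median of 0.215 on the arrays labelled male (249 mRNAs), also above all random lists. The mRNAs decreased on the arrays labelled female had a median of -0.017 on the arrays labelled male (220 mRNAs), below all random lists. The paper's Table S8A had a median of 0.13 on the arrays labelled female over 270 identified probes, above all random lists, while the 192 probes of Table S8B had a median of 0.0010, at percentile 9.70. The lists of Tables S10A and S10B lay at percentiles 56.4 and 55.9 in the other sex, with medians of 0.030 and 0.12. The list of Table 2B had a median of -0.28 on the arrays labelled male over 7 mRNAs, at percentile 0.010. These percentiles describe the 4 arrays and are no test of exposure, since the litters and the row of the slide differ in the same way. For mRNAs changed in both males and females, the paper proposes a close relation to the adverse effects of TiO_2_-NP.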

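Dcc, a netrin receptor, had 3 probes under NM_007831 and Traf2, a signal adaptor of the tumor necrosis factor receptor family, had 2 under NM_009422. The brightest Dcc probe had processed signals of 3953 and 4972 on the Sham male and Sham female arrays, and of 10140 and 11720 on the arrays labelled TiO_2_-H male and TiO_2_-H female, each above the 75th percentile of its array. A second Dcc probe lay between 103 and 143 on the 4 arrays, and the remaining one was not well above background on any of them. The brighter Traf2 probe lay between 3018 and 3303 on the 4 arrays. The dimmer Traf2 probe had signals of 169 and 165 on the Sham male and Sham female arrays and of 64.7 and 67.1 on the arrays labelled TiO_2_-H male and TiO_2_-H female.

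**Figure D3:**
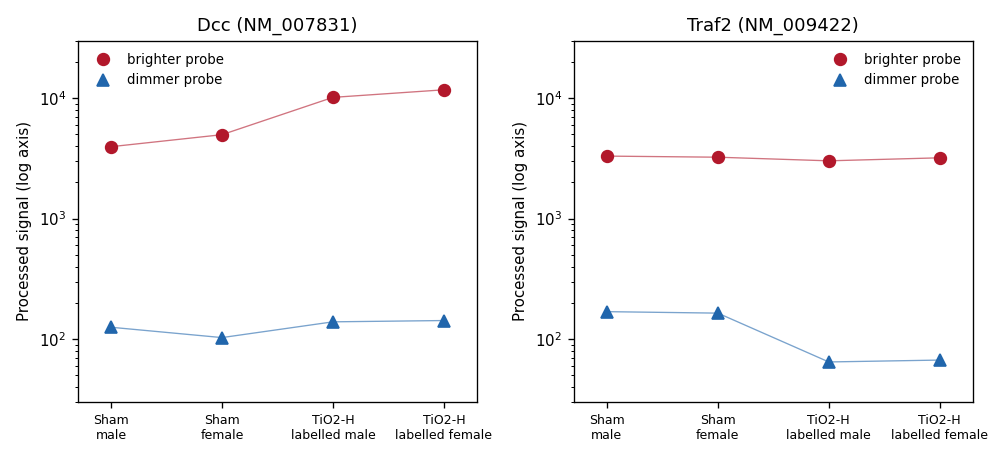
Processed signal (log axis) of the 2 probes of Dcc and the 2 probes of Traf2 that were well above background, on each of the 4 arrays; each point is 1 array of pooled RNA and lines join the points of a probe. The brighter Dcc probe rises from 3953 and 4972 on the Sham arrays to 10140 and 11720, the dimmer stays between 103 and 143, and of the Traf2 probes only the dimmer is lower on both TiO_2_-H arrays by more than the threshold.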

We performed qRT-PCR analyses of *Dcc* and *Traf2* mRNA, which demonstrate a high signal value on microarray analysis and are reportedly involved in nervous system development and inflammatory response, respectively. The tendency of expression change of these mRNAs determined by qRT-PCR was similar to those observed following the microarray analysis (Figure 5). 

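On the arrays, the brightest Dcc probe had a log2 fold change of 1.26 on the arrays labelled male and 1.11 on the arrays labelled female (error given by the scanner software 0.20 each). The second Dcc probe had 0.051 (error 0.24) and 0.34 (error 0.25), below the threshold in both. The fold change of 2.415 that the paper lists for Dcc in males was that of the brightest probe, within 1%. The brighter Traf2 probe had log2 fold changes of -0.23 and -0.15 (error 0.20 each), and the dimmer probe -1.48 (error 0.27) and -1.43 (error 0.25). The paper's listed fold change of Traf2 in males, 0.361, came within the same tolerance of the ratio of the dimmer probe. The direction was the same in both sexes for each of these probes. The qRT-PCR values of Fig. 5 were not analysed here.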

Although we also examined gene expression levels of neural stem cell marker [SRY-box 2 (*Sox2*)] and Dnmts, no significant differences were detected (Figure 5). Further qRT-PCR analysis was performed for Ten-eleven translocation (TET) family genes associated with active DNA demethylation. The expression level of *Tet1* mRNA was significantly upregulated following prenatal TiO_2_-NP exposure (Figure 5). No statistically significant effect of sex (male *vs*. female) was observed on the expression of analyzed genes, as well as no impact of interactions between TiO_2_-NP exposure and sex on analyzed genes was detected.

**FIGURE 5:**
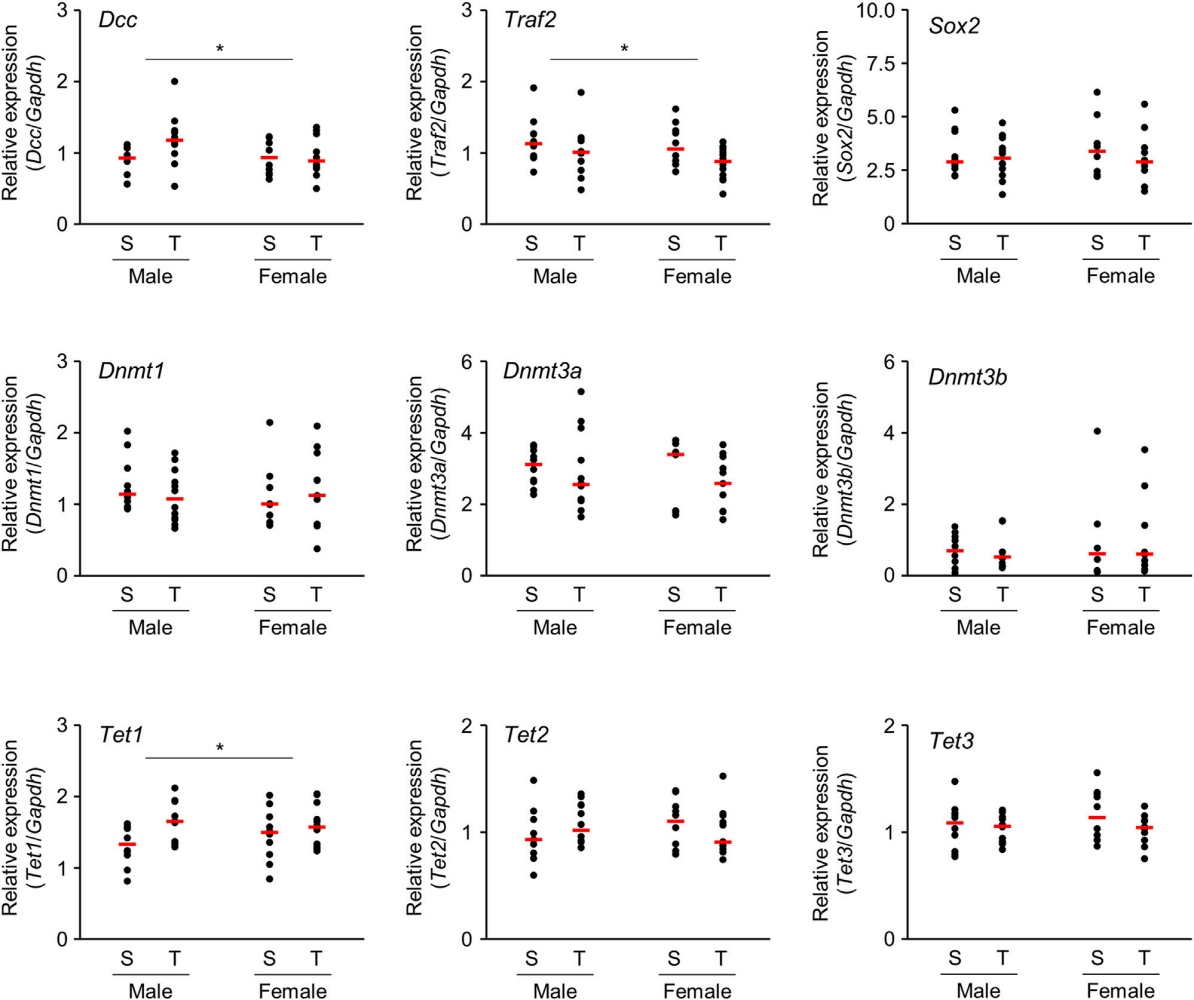
Scatter plots of brain mRNA expression levels of 1-day-old offspring mice from TiO_2_-H and Sham groups determined by qRT-PCR. Total RNA obtained from each sample {two offspring were randomly selected from each dam [Sham (S): *n* = 5, TiO_2_-H (T): *n* = 6]} was transcribed to cDNA and subjected to qRT-PCR analysis. Two-way ANOVA with exposure and sex as factors, followed by post-hoc Tukey test. *p < 0.05: main effect of TiO_2_-NP exposure on expression (Sham vs. Exposure).

### Functional Categorization of Potential Target Genes

We then aimed to obtain information regarding the biological function affected by altered DNA methylation in the brain of 1-day-old offspring mice following prenatal TiO_2_-H exposure. Accordingly, GSEA was performed for genes that showed altered DNA methylation accompanied by changes in mRNA expression. Genes upregulated accompanied by demethylation of CpG islands or those downregulated accompanied by methylation of CpG islands following TiO_2_-H exposure were functionally categorized with GO terms. The results revealed that 12 and 39 GO categories were enriched in male and female offspring, respectively (Tables 3A,B). Then, common GO terms between male and female offspring were extracted (Supplementary Table S12). The GO terms related to the regulation of transcription factors (“DNA-binding transcription factor activity,” “sequence-specific DNA binding,” and “regulation of transcription, DNA-templated”), cell proliferation (“negative regulation of cell population proliferation”), and organism development (“multicellular organism development”) were detected in genes that showed altered DNA methylation accompanied by differential mRNA expression in both male and female offspring.

**TABLE 3:** GO terms enriched in the genes that showed differential expression accompanied by altered DNA methylation in male (A) and female (B) offspring in the TiO_2_-H group.

A			
ID	GO term	Enrichment factor	*p*-value
GO:0005923	Bicellular tight junction	8.99	<0.001
GO:0015629	Actin cytoskeleton	5.07	0.003
GO:0003779	Actin binding	3.28	0.018
GO:0008285	Negative regulation of cell population proliferation	3.07	0.024
GO:0045893	Positive regulation of transcription, DNA-templated	2.71	0.014
GO:0007275	Multicellular organism development	2.63	0.001
GO:0003700	DNA-binding transcription factor activity	2.63	0.017
GO:0043565	Sequence-specific DNA binding	2.50	0.033
GO:0030054	Cell junction	2.42	0.012
GO:0006355	Regulation of transcription, DNA-templated	2.34	0.010
GO:0000981	DNA-binding transcription factor activity, RNA polymerase II-specific	2.14	0.038
GO:0045944	Positive regulation of transcription by RNA polymerase II	2.08	0.029

B
ID	GO term	Enrichment factor	*p*-value
GO:0031175	Neuron projection development	6.05	0.001
GO:0010468	Regulation of gene expression	5.20	<0.001
GO:0003700	DNA-binding transcription factor activity	5.01	<0.001
GO:0005667	Transcription regulator complex	4.94	<0.001
GO:0001228	DNA-binding transcription activator activity, RNA polymerase II-specific	4.86	<0.001
GO:1990837	Sequence-specific double-stranded DNA binding	4.71	<0.001
GO:0000977	RNA polymerase II transcription regulatory region sequence-specific DNA binding	4.67	<0.001
GO:0043565	Sequence-specific DNA binding	4.17	<0.001
GO:0031625	Ubiquitin protein ligase binding	3.97	0.004
GO:0008134	Transcription factor binding	3.91	0.002
GO:0045893	Positive regulation of transcription, DNA-templated	3.88	<0.001
GO:0007283	Spermatogenesis	3.79	0.001
GO:0045892	Negative regulation of transcription, DNA-templated	3.70	<0.001
GO:0016604	Nuclear body	3.69	0.005
GO:0045944	Positive regulation of transcription by RNA polymerase II	3.65	<0.001
GO:0008285	Negative regulation of cell population proliferation	3.58	0.003
GO:0007275	Multicellular organism development	3.48	<0.001
GO:0000978	RNA polymerase II cis-regulatory region sequence-specific DNA binding	3.47	<0.001
GO:0000981	DNA-binding transcription factor activity, RNA polymerase II-specific	3.38	<0.001
GO:0006357	Regulation of transcription by RNA polymerase II	3.36	<0.001
GO:0006355	Regulation of transcription, DNA-templated	3.31	<0.001
GO:0001701	*In utero* embryonic development	3.18	0.021
GO:0000122	Negative regulation of transcription by RNA polymerase II	2.97	<0.001
GO:0008270	Zinc ion binding	2.93	0.002
GO:0019899	Enzyme binding	2.82	0.020
GO:0043065	Positive regulation of apoptotic process	2.80	0.033
GO:0003677	DNA binding	2.80	0.000
GO:0030424	Axon	2.74	0.022
GO:0003779	Actin binding	2.73	0.036
GO:0010628	Positive regulation of gene expression	2.69	0.015
GO:0016491	Oxidoreductase activity	2.68	0.010
GO:0042803	Protein homodimerization activity	2.68	0.006
GO:0030154	Cell differentiation	2.66	0.001
GO:0019901	Protein kinase binding	2.62	0.018
GO:0042995	Cell projection	2.53	0.001
GO:0005694	Chromosome	2.43	0.037
GO:0045202	Synapse	2.39	0.013
GO:0030054	Cell junction	2.24	0.014
GO:0031410	Cytoplasmic vesicle	2.21	0.021

The enrichment factor for each category was defined as described in Materials and Methods. Statistical analysis was performed using Fisher’s exact test with hypergeometric distribution and the level of statistical significance was set at *p* < 0.05.

We also attempted to identify cells, biological functions, or brain regions susceptible to prenatal TiO_2_-NP exposure from GSEA analysis using MeSH terms (Umezawa et al., 2012) (Tables 4A,B). Supplementary Table S13 presents MeSH terms enriched in genes showing altered DNA methylation accompanied by differential mRNA expression in male and female offspring. MeSH terms possibly related to the development and differentiation of cells from stem cells (“Stem Cells” and “Morphogenesis”) and transcription factors and gene expression (“Gene Expression Regulation, Developmental,” “Transcription Factors,” and “Homeodomain Proteins”) were detected in genes showing altered DNA methylation accompanied by differential mRNA expression, common in male and female offspring. We further analyzed whether MeSH terms related to brain regions were extracted by GSEA analysis because it has not been well investigated which brain region is susceptible to the effect of prenatal nanoparticle exposure in terms of DNA methylation and gene expression. But unfortunately, MeSH terms related to brain regions were not obtained by analysis.

**TABLE 4:** MeSH terms enriched in the genes that showed differential expression accompanied by altered DNA methylation in male (A) and female (B) offspring in the TiO_2_-H group.

A			
ID	MeSH term	Enrichment factor	*p*-value
D060850	LIM-Homeodomain Proteins	8.73	<0.001
D019070	Cell Lineage	6.21	<0.001
D051792	Basic Helix-Loop-Helix Transcription Factors	4.98	0.001
D015534	Trans-Activators	4.90	0.004
D013234	Stem Cells	4.83	0.002
D012097	Repressor Proteins	4.30	0.003
D018398	Homeodomain Proteins	4.19	<0.001
D009024	Morphogenesis	3.32	0.018
D018507	Gene Expression Regulation, Developmental	3.13	<0.001
D009419	Nerve Tissue Proteins	3.09	0.013
D017403	*In Situ* Hybridization	3.07	0.005
D004622	Embryo, Mammalian	3.01	0.003
D014157	Transcription Factors	2.76	0.009

B
ID	MeSH term	Enrichment factor	*p*-value
D014566	Urogenital System	15.60	<0.001
D029961	Zebrafish Proteins	13.00	<0.001
D014212	Tretinoin	11.10	<0.001
D001755	Blastocyst	11.00	<0.001
D010641	Phenotype	9.50	<0.001
D011518	Proto-Oncogene Proteins	8.10	<0.001
D011401	Promoter Regions, Genetic	8.00	<0.001
D004475	Ectoderm	7.50	0.001
D051176	beta Catenin	7.20	0.001
D005801	Genes, Homeobox	6.80	<0.001
D038081	Organogenesis	6.70	<0.001
D009432	Neural Crest	6.40	0.001
D012249	Rhombencephalon	6.10	0.001
D051153	Wnt Proteins	5.80	<0.001
D008648	Mesoderm	5.80	<0.001
D019521	Body Patterning	5.30	<0.001
D019070	Cell Lineage	5.20	0.001
D004268	DNA-Binding Proteins	5.00	<0.001
D013234	Stem Cells	4.70	0.001
D053823	Hedgehog Proteins	4.70	0.002
D009024	Morphogenesis	4.40	<0.001
D014157	Transcription Factors	4.30	<0.001
D017403	*In Situ* Hybridization	4.20	<0.001
D009687	Nuclear Proteins	4.20	0.003
D018507	Gene Expression Regulation, Developmental	3.90	<0.001
D004622	Embryo, Mammalian	3.90	<0.001
D018398	Homeodomain Proteins	3.90	<0.001
D015398	Signal Transduction	3.60	0.002
D002454	Cell Differentiation	3.50	0.004
D002874	Chromosome Mapping	3.00	0.010
D009419	Nerve Tissue Proteins	2.60	0.030

The enrichment factor for each category was defined as described in Materials and Methods. Statistical analysis was performed using Fisher’s exact test with hypergeometric distribution and the level of statistical significance was set at *p* < 0.05.

## Discussion

DNA methylation is a pivotal mechanism in epigenetic gene regulation. The construction of DNA methylation patterns during development is crucial for morphogenesis or the acquisition of biological functions (Leeb and Wutz, 2012). Several reports have indicated that prenatal exposure to environmental agents, such as bisphenol A, vinclozolin, tobacco smoke, diesel exhaust, and traffic particles, induces altered DNA methylation and gene expression (Anway et al., 2005; Baccarelli et al., 2009; Breton et al., 2009; Ma et al., 2013; Nahar et al., 2014; Tachibana et al., 2015; Nielsen et al., 2016). Although recent studies have revealed that nanoparticle exposure alters DNA methylation (Li et al., 2016; Pogribna et al., 2020), its impact on the DNA methylation pattern during the developmental stage, especially in the brain, remains poorly understood. In the present study, we analyzed the effects of prenatal TiO_2_-NP exposure on the DNA methylation status in brain samples of mouse offspring using a CpG island microarray designed to analyze CpG islands located around the transcription start site of genes. Alteration of DNA methylation attributable to gestational exposures is thought to occur before birth. Our previous study showed that prenatal diesel exhaust exposure caused abnormal DNA methylation in the brain of mouse offspring at PND1 (Tachibana et al., 2015). Hence, to capture the impacts of early life exposure to TiO2-NP, we selected PND1 as the time point of sample collection.

GSEA analysis of genes with altered DNA methylation accompanied by changes in mRNA expression revealed that these genes were enriched in GO terms related to the regulation of transcription factors, cell proliferation, and organism development. Furthermore, the results of categorization using MeSH terms indicated that these phenomena could be associated with the proliferation and differentiation of neural stem cells. Combined with these results and findings in previous reports, alterations in DNA methylation caused by prenatal TiO_2_-NP exposure might be involved in brain dysfunction, such as impairment of learning and memory or the dopaminergic system (Takahashi et al., 2010; Mohammadipour et al., 2014), by disrupting proliferation and differentiation of neural stem cells at the developmental stage. In particular, homeodomain proteins extracted by GSEA analysis using MeSH terms are known as transcription factors that play crucial roles in several developmental processes, including in the brain, by regulating the expression of other genes during development and differentiation (Prochiantz and Di Nardo, 2015). It can be speculated that abnormal development of the nervous system could be induced by disrupted expression of genes regulated by homeodomain protein. In the present study, gene expression level of *Sox2* was not significantly affected by prenatal TiO_2_-NP exposure. Although it is just the result of the gene expression analysis, this result seems to demonstrate that the number of neural stem cells is still not significantly altered in PND1 although DNA methylation and expression of the genes related to cell proliferation and organism development were affected. Because the brain is still developing at this age, it will be necessary to investigate changes in the number of and distribution of neural stem cells in the brain occurred as the mice grow.

It is expected that genes that showed altered DNA methylation accompanied by changes in mRNA expression in male and female offspring are significantly involved in mediating the adverse effects of prenatal TiO_2_-NP exposure in the offspring. However, it remains unclear whether most of these genes, except for *Slc1a2*, are involved in brain function. *Slc1a2*, a glutamate transporter, is suggested to be involved in brain development, and its dysregulation has been associated with preterm brain injury (Pregnolato et al., 2019). Accordingly, increased *Slc1a2* expression induced by TiO_2_-NP exposure might be associated with brain injury. 

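Slc1a2 had 3 probes on the expression array. The probe whose ratio matched the fold changes of Table S11 carried NM_001077514 and had processed signals of 48.3 and 56.7 on the Sham male and Sham female arrays and of 97.9 and 104 on the arrays labelled TiO_2_-H male and TiO_2_-H female. Its log2 fold change was 0.92 (error 0.30) on the arrays labelled male and 0.74 (error 0.28) on the arrays labelled female. The other probe of this accession was brighter on average, with signals between 79.6 and 105, and had log2 fold changes of 0.030 and 0.27 (error 0.25 each). The probe of NM_011393, with signals between 561 and 615, had log2 fold changes of 0.022 and -0.019 (error 0.21 each). The increase was thus seen with 1 of the 3 probes.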

Interestingly, although few genes are differentially methylated in common between male and female offspring, GSEA analysis extracted common GO terms and MeSH terms for DNA methylation alterations. Previous studies have reported that sex-dependent differentially methylated regions (S-DMRs) exist in the prefrontal cortex and liver tissues, and these differences are suggested to be constructed during developmental processes (Xu et al., 2014; Ito et al., 2015). These S-DMRs might be partially associated with differences in DNA methylation between male and female offspring. Further investigations are required to address these findings.

Furthermore, we observed that GO and MeSH terms related to morphological development (GO term: “cell junction” and “actin binding,” MeSH term: “Morphology”) were enriched in the GSEA analysis. A case-control study has revealed that global DNA hypomethylation is associated with neural tube defects (Chen et al., 2010). GO and MeSH terms extracted by GSEA analysis suggested that structural changes occurred in the cranial nerve system following prenatal TiO_2_-NP exposure. We searched for brain region that is susceptible to the effect of prenatal TiO_2_-NP exposure, in terms of DNA methylation and gene expression, using GSEA analysis. Since no brain region was extracted by GSEA analysis using MeSH terms, it was not possible to identify a region that is expected to be significantly more susceptible to TiO_2_-NP exposure at this developmental stage.

Our results showed that prenatal TiO_2_-NP exposure induced genome-wide alterations in DNA methylation in the offspring brain, with a higher number of demethylated than methylated genes detected. We examined gene expression levels of *Dnmt1*, *Dnmt3a*, and *Dnmt3b*, but no significant differences were observed in these genes. A recent study has revealed that TET family proteins actively induce demethylation of 5-methylcytosine (5-mC) (Wu and Zhang, 2010). TET family proteins catalyze the hydroxylation of 5-mC into 5-hydroxymethylcytosine (5-hmC), which can further oxidize 5-hmC to 5-formylcytosine (5-fC) and 5-carboxycytosine (5-caC) (Zhu et al., 2020). Then, 5-fC and 5-caC are rapidly excised by thymine DNA glycosylase in the active demethylation state, subsequently replaced by unmodified cytosines through base excision repair mechanisms (Ji et al., 2016). The generation of 5-hmC by TET proteins has been proposed to play a pivotal role in cell differentiation by controlling the methylation status of developmentally important enhancers (Schuermann et al., 2016). It can be speculated that *Tet1* is involved in the decreased DNA methylation observed following prenatal TiO_2_-NP exposure in the present study, as qRT-PCR results revealed that, among Tet family genes, *Tet1* mRNA expression was upregulated.

Notably, DNA methylation is important for neural development during the fetal period, and it has been suggested that dysregulated DNA methylation can be associated with psychosis (Fan et al., 2001; Mill et al., 2008). Abnormal DNA methylation has been reported in the promoter regions of several genes that control neurodevelopment and mitochondrial function in the brains of patients with schizophrenia, bipolar disorder, and Alzheimer’s disease (Mill et al., 2008; Mastroeni et al., 2009). *Dcc* was differentially expressed in offspring brain following prenatal TiO_2_-NP exposure. 

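Taking the 4 arrays together, the brightest Dcc probe was higher on both TiO_2_-H arrays than on both Sham arrays. In the limma fit of the 2 TiO_2_-H against the 2 Sham arrays its log2 fold change was 1.18 (standard error 0.16), with an adjusted p of 0.277 from limma with Benjamini-Hochberg adjustment. It was 1 of 14 probes at or above 1.5-fold in both sexes among 13305 probes well above background on all 4 arrays with a mean signal above the 75th percentile, and 8 of the 14 carried no identifier but their own. With the mean of the detected Dcc probes in place of the brightest, the log2 fold change was 0.655 on the arrays labelled male and 0.72 on the arrays labelled female.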

Reportedly, *Dcc* transcription is regulated by CpG island methylation (Sato et al., 2001; Carvalho et al., 2006); however, probes for analyzing this gene were not designed in the CpG island microarray used in the present study. Interestingly, *Dcc* is reported to be involved in neuronal differentiation and neurite outgrowth (Lawlor and Narayanan, 1992; Deiner and Sretavan, 1999; Li et al., 2002). Combined with these reports, DNA demethylation caused by prenatal TiO_2_-NP exposure could be associated with central nervous system function and mental disorders.

Numerous reports have revealed that exposure to nanoparticles, including TiO_2_-NP, induces inflammation (Borm et al., 2006; Grassian et al., 2007; Cui et al., 2011). As nanoparticle exposure in the mother can be transferred to the fetus (Takeda et al., 2009; Wick et al., 2010), it is speculated that inflammation within fetal tissues is associated with adverse health effects. In the present study, *Traf2*, which is related to proinflammatory signal transduction, showed a tendency toward decreased expression. 

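The brighter Traf2 probe was lower on both TiO_2_-H arrays than on both Sham arrays. In the limma fit of the 2 TiO_2_-H against the 2 Sham arrays, it had a log2 fold change of -0.19 (standard error 0.046), with an adjusted p of 0.277 from limma with Benjamini-Hochberg adjustment. With the mean of both Traf2 probes in its place, the log2 fold change was -0.86 on the arrays labelled male and -0.79 on the arrays labelled female, so that the call depends on the probe.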

As *Traf2* reportedly affords protection against brain injury (Li et al., 2019), it can be postulated that a decrease in *Traf2* may be associated with susceptibility to brain damage. In addition, inflammation that occurs in the mother can affect fetal biological functions. Maternal inflammation has been suggested to contribute to brain outgrowth, autism-associated behaviors, and schizophrenia (Venkatasubramanian and Debnath, 2013; Le Belle et al., 2014). Furthermore, recent studies have shown that chronic inflammation causes aberrant DNA methylation (Jangiam et al., 2015; Barnicle et al., 2017). Interestingly, prenatal inflammation alters the DNA methylation status in the brain and can be associated with neurodevelopmental disorders (Basil et al., 2014). Inflammation induced by prenatal TiO_2_-NP exposure in both the fetus and mother could be involved in altered DNA methylation in the offspring brain; however, further investigations are crucial to gain a comprehensive understanding of these implications.

In the present study, we indicated that prenatal intratracheal exposure to TiO_2_-NP induces abnormal DNA methylation status and mRNA expression profile in the brain of mouse offspring at PND1. However, the brain is still developing at this stage and DNA methylation pattern is dynamically modulated during development. Actually, Cisternas et al. indicated that global DNA methylation level in the preoptic area of the hypothalamus increase during development (Cisternas et al., 2020). It would be important to investigate how the abnormal methylation pattern cause by prenatal TiO_2_-NP exposure changes with development. We attempted to find the fundamental effects of TiO_2_-NP on the brain of newborns, in terms of DNA methylation and gene expression, by extracting common changes from the analysis of each male and female samples. On the other hand, sexual dimorphism is present in the brain development (Pilgrim and Reisert, 1992). Therefore, it can be speculated that sex difference in the effect of TiO_2_-NP exposure exists between male and female. It is necessary to examine whether there is a sex difference in the effects of prenatal exposure to TiO_2_-NP on the brain development. To address these issues, it would be required to examine the effects of TiO_2_-NP at multiple developmental stages in the future study. Furthermore, to know the risks of prenatal inhalation exposure to TiO_2_-NP correctly, it is required to investigate about not only hazard but also frequency or exposure levels of it. Unfortunately, it is not well known enough about frequency or exposure levels of TiO_2_-NP inhalation exposure at the time of writing. It is required to investigate these points to assess the risk of prenatal inhalation exposure to TiO_2_-NP.

## Conclusion

Prenatal TiO_2_-NP exposure caused genome-wide alterations in DNA methylation and mRNA expression in the brains of both male and female offspring. These differential expression profiles may, in part, mediate the mechanism via which TiO_2_-NP toxicity affects brain development. GSEA analysis using GO terms suggested that these genes were associated with cell proliferation, organism development, and regulation of transcription factors. GSEA analysis using MeSH terms indicates that these phenomena are associated with the proliferation and differentiation of neural stem cells. It can be speculated that prenatal TiO_2_-NP exposure adversely impacts brain functions by altering the DNA methylation status of fetal brain tissues, especially neural stem cells, subsequently causing abnormal regulation of transcription factors that control development and differentiation, especially homeodomain protein. Future studies need to investigate molecular mechanisms underlying DNA methylation abnormalities that affect brain functions, especially from the perspective of neural stem cells.

## Data Availability

The datasets generated for this study can be found in the Gene Expression Omnibus (GSE178207) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE178207).

# Supplementary material for: Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain
**Source:** Front Toxicol. 2021 Oct 8;3:705910. doi: 10.3389/ftox.2021.705910
**Supplement:** Supplementary file 3

**Supplementary Table 11.****The genes that showed differential expression accompanied by altered DNA methylation commonly in male (M) and female (F) offspring**

| GenBank Accession | GeneSymbol    | Sex | Target position of probe on<br>CpG island microarray | mRNA        | DNA methylation                        |
|-------------------|---------------|-----|------------------------------------------------------|-------------|----------------------------------------|
|                   |               |     |                                                      | Fold change | Fold change of<br>relative methylation |
| NM_001163145      | 1810041L15Rik | M   | chr15:84276781-84276825                              | 1.861       | 0.188                                  |
|                   |               |     | chr15:84236917-84236961                              | 1.861       | 0.626                                  |
|                   |               | F   | chr15:84237151-84237195                              | 1.886       | 0.495                                  |
|                   |               |     | chr15:84237076-84237131                              | 1.886       | 0.649                                  |
| NM_009767         | Chic1         | M   | chrX:100551806-100551850                             | 1.781       | 0.184                                  |
|                   |               | F   | chrX:100551713-100551757                             | 2.065       | 0.123                                  |
| NM_177307         | Cyp4f39       | M   | chr17:32589667-32589711                              | 2.094       | 0.120                                  |
|                   |               |     | chr17:32589827-32589872                              | 2.094       | 0.193                                  |
|                   |               |     | chr17:32629460-32629505                              | 2.094       | 0.623                                  |
|                   |               | F   | chr17:32589667-32589711                              | 2.594       | 0.369                                  |
|                   |               |     | chr17:32589827-32589872                              | 2.594       | 0.131                                  |
| NM_015820         | Hs6st3        | M   | chr14:119537211-119537255                            | 2.048       | 0.592                                  |
|                   |               |     | chr14:119537426-119537470                            | 2.048       | 0.635                                  |
|                   |               | F   | chr14:119537625-119537669                            | 1.672       | 0.226                                  |
| NM_001077514      | Slc1a2        | M   | chr2:102498900-102498944                             | 1.912       | 0.580                                  |
|                   |               | F   | chr2:102499439-102499483                             | 1.670       | 0.349                                  |
| NM_139308         | Stard7        | M   | chr2:127096105-127096149                             | 1.788       | 0.582                                  |
|                   |               | F   | chr2:127096615-127096659                             | 3.769       | 0.234                                  |
| NM_001113352      | Synj2         | M   | chr17:5941768-5941812                                | 2.072       | 0.232                                  |
|                   |               |     | chr17:5941641-5941685                                | 2.072       | 0.521                                  |
|                   |               | F   | chr17:5941641-5941685                                | 3.461       | 0.428                                  |

# Supplementary material for: Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain
**Source:** Front Toxicol. 2021 Oct 8;3:705910. doi: 10.3389/ftox.2021.705910
**Supplement:** Supplementary file 4

## Supplementary Table 1

### (A) Sequences of primers for DNA methylation analysis

| Gene           | Accession No. | Sequence (5' to 3')                                    |
|----------------|---------------|--------------------------------------------------------|
| <i>Cyp4f39</i> | NC_000083     | F: GTCCAGCGACTGTGGCCTTA<br>R: ACACCAGAGCGCGCTCAGGA     |
| <i>Hs6st3</i>  | NC_000080     | F: GAGCCTCATGCAGCTCCTGT<br>R: GCTCCTCTTGTACCTGGACG     |
| <i>Synj2</i>   | NC_000083     | F: CTTGTCCGCGGGAGTACTGGGT<br>R: CAGTTGGCTCTCCAAGAACAGA |

### (B) Sequences of primers for qRT-PCR

| Gene          | Accession No. | Sequence (5' to 3')                                   |
|---------------|---------------|-------------------------------------------------------|
| <i>Dcc</i>    | NM_007831     | F: TACCAATGCGAGGCATCCTT<br>R: GTATCTCCCATGAAGGCTGT    |
| <i>Traf2</i>  | NM_009422     | F: ACGGAGTGTCTGTCATGTAA<br>R: GCATGCTCTAACATGGTCCTGA  |
| <i>Sox2</i>   | NM_011443     | F: GGAAAGGGTTCTTGCTGGGT<br>R: ACGAAAACGGTCTTGCCAGT    |
| <i>Dnmt1</i>  | NM_010066     | F: TCCAGAGCCCTATCGCATCG<br>R: CGTTGTAGGACCTGTGGGTAT   |
| <i>Dnmt3a</i> | NM_007872     | F: CTGCAAGAGTGTCTGGAGCA<br>R: TCAGTGCACCACAGGATGTC    |
| <i>Dnmt3b</i> | NM_010068     | F: AGTCGAAGACGCACAACCAATG<br>R: GTGACTTCAGAAGCCATCCGT |
| <i>Tet1</i>   | NM_001253857  | F: TGCTGGAGACTGTCTGACTTG<br>R: CGAATCAACGTACACACCACG  |
| <i>Tet2</i>   | NM_001040400  | F: GGCTGCCCTGTAGGATTTGT<br>R: AATGAATCCAGCAGCACCGT    |
| <i>Tet3</i>   | NM_183138     | F: AATGATGACCGGACCTGTGC<br>R: GGAACCTTCGTGGCGTCTTG    |
| <i>Gapdh</i>  | NM_008084     | F: TGTGCAGTGCCAGCCTCGTC<br>R: GGATGCATTGCTGACAATCT    |

# Supplementary material for: Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain
**Source:** Front Toxicol. 2021 Oct 8;3:705910. doi: 10.3389/ftox.2021.705910
**Supplement:** Supplementary file 5

Supplementary Table 2. Alteration of DNA methylation state of the brain of male offspring prenatally exposed to TiO<sub>2</sub>-NP.

The relative DNA methylation was calculated by dividing Cy5 signal by Cy3 signal obtained from CpG island microarray and then compared between Sham and TiO<sub>2</sub>-NP groups.

[truncated: 5,843,595 more chars]

# Supplementary material for: Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain
**Source:** Front Toxicol. 2021 Oct 8;3:705910. doi: 10.3389/ftox.2021.705910
**Supplement:** Supplementary file 9

**Supplementary Table 12.**

**GO terms enriched in the genes that showed differential expression accompanied by altered DNA methylation commonly in male (M) and female (F) offspring in the TiO<sub>2</sub>-H group.**

| ID         | GO term                                              | Sex | Enrichment factor | p-value |
|------------|------------------------------------------------------|-----|-------------------|---------|
| GO:0003779 | actin binding                                        | M   | 3.28              | 0.019   |
|            |                                                      | F   | 2.73              | 0.037   |
| GO:0008285 | negative regulation of cell population proliferation | M   | 3.07              | 0.024   |
|            |                                                      | F   | 3.58              | 0.004   |
| GO:0007275 | multicellular organism development                   | M   | 2.63              | 0.002   |
|            |                                                      | F   | 3.48              | < 0.001 |
| GO:0003700 | DNA-binding transcription factor activity            | M   | 2.63              | 0.018   |
|            |                                                      | F   | 5.01              | < 0.001 |
| GO:0043565 | sequence-specific DNA binding                        | M   | 2.50              | 0.033   |
|            |                                                      | F   | 4.17              | < 0.001 |
| GO:0030054 | cell junction                                        | M   | 2.42              | 0.012   |
|            |                                                      | F   | 2.24              | 0.014   |
| GO:0006355 | regulation of transcription, DNA-templated           | M   | 2.34              | 0.011   |
|            |                                                      | F   | 3.31              | < 0.001 |

# Supplementary material for: Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain
**Source:** Front Toxicol. 2021 Oct 8;3:705910. doi: 10.3389/ftox.2021.705910
**Supplement:** Supplementary file 11

**Supplementary Table 13.**

**MeSH terms enriched in the genes that showed differential expression accompanied by altered DNA methylation commonly in between male (M) and female (F) offspring in the TiO<sub>2</sub>-H group.**

| ID      | MeSH term                                 | Sex | Enrichment factor | p-value |
|---------|-------------------------------------------|-----|-------------------|---------|
| D019070 | Cell Lineage                              | M   | 6.21              | < 0.001 |
|         |                                           | F   | 5.19              | 0.001   |
| D013234 | Stem Cells                                | M   | 4.83              | 0.002   |
|         |                                           | F   | 4.71              | 0.001   |
| D018398 | Homeodomain Proteins                      | M   | 4.19              | < 0.001 |
|         |                                           | F   | 3.88              | < 0.001 |
| D009024 | Morphogenesis                             | M   | 3.32              | 0.018   |
|         |                                           | F   | 4.44              | < 0.001 |
| D018507 | Gene Expression Regulation, Developmental | M   | 3.13              | < 0.001 |
|         |                                           | F   | 3.92              | < 0.001 |
| D009419 | Nerve Tissue Proteins                     | M   | 3.09              | 0.013   |
|         |                                           | F   | 2.58              | 0.030   |
| D017403 | In Situ Hybridization                     | M   | 3.07              | 0.005   |
|         |                                           | F   | 4.17              | < 0.001 |
| D004622 | Embryo, Mammalian                         | M   | 3.01              | 0.003   |
|         |                                           | F   | 3.91              | < 0.001 |
| D014157 | Transcription Factors                     | M   | 2.76              | 0.009   |
|         |                                           | F   | 4.33              | < 0.001 |

The enrichment factor for each category was defined as described in Materials and Methods. Statistical analysis was performed using Fisher's exact test with hypergeometric distribution and the level of statistical significance was set at  $p < 0.05$ .

# Supplementary material for: Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain
**Source:** Front Toxicol. 2021 Oct 8;3:705910. doi: 10.3389/ftox.2021.705910
**Supplement:** Supplementary file 12

**Supplementary Table 8**

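Table S8 lists the ratio of the mRNA signal in TiO_2_-H over Sham for males, each from 1 array of pooled RNA per group. Of 658 increased and 482 decreased accessions in the paper's table, 593 and 445 had a probe under the same accession in the scanner files. The ratio of processed signals, divided by a single factor of 1.061, came within 1% (or 0.0006) of the listed value for 1 probe of 556 and 406 accessions. The factor was estimated from the listed values themselves. The identified probe was well above background on both arrays for 110 of the 556 increased and 116 of the 406 decreased accessions, and on 1 array for the other 446 and 290. No identified probe was below background on both. With dim signals set to the lowest signal well above background, 365 of 556 were still at or above 1.5-fold and 376 of 406 at or below 0.67-fold. Where another detected probe of the accession existed, it passed the same threshold for 8 of 109 increased and 3 of 74 decreased accessions.

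The 3 largest listed increases were those of Hormad1, Olfr1305 and Gata1. Hormad1 and Olfr1305 were well above background only on the array labelled TiO_2_-H male, with processed signals of 461 and 518, and were at least 14.2-fold and at least 15.9-fold higher there. Gata1 had a signal of 538 there and was at least 16.5-fold higher. The brightest listed increases were those of Chmp4b, with a log2 fold change of 1.06, Gcm1, with 1.02, and Dcc; the brightest probes of the accessions of Chmp4b and Gcm1 were others, with 0.21 and 0.46, below the threshold. The largest listed decreases were those of the Y-linked Eif2s3y and Ddx3y, whose log2 fold changes on the arrays labelled male were -7.00 or lower and -5.69 or lower, and of Olfr616, with -5.20 or lower. The brightest listed decreases were those of Anp32a, with a log2 fold change of -1.10, Gm9856, with -1.11, and Eif2s3x, with -1.83, where the brightest probe of its accession had 0.43. Anp32a and Gm9856 had signals of 3627 and 2121 on the Sham male array. On the Sham female array these were 1870 and 823, and on the array labelled TiO_2_-H male 1815 and 1054. Their decreases thus rest on the Sham male array alone. The listed Eif2s3x probe rose by 1.78 on the log2 scale on the arrays labelled female. Its signals were 1504 and 460 on the Sham male and Sham female arrays, a log2 difference of -1.68. On the arrays labelled TiO_2_-H male and TiO_2_-H female they were 453 and 1736. It was thus high on the same 2 arrays as the Y-linked Eif2s3y, so that its changes cannot be read as an effect of exposure.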

The mRNAs that expression levels were increased (A:  $\geq 1.5$ -fold) or decreased (B:  $\leq 0.67$ -fold) by prenatal TiO<sub>2</sub>-NP treatment in the brain of male offspring determined by SurePrint G3 Mouse GE 8 × 60 K Microarray.

**(A)**

| Genbank Accession | GeneSymbol    | Fold change<br>(TiO <sub>2</sub> -H vs Sham) |
|-------------------|---------------|----------------------------------------------|
| NM_145210         | Oas1e         | 1.541                                        |
| AK048874          | Nerna00085    | 1.540                                        |
| NM_001136056      | Cntfr         | 1.538                                        |
| NM_021365         | Xlr4b         | 1.537                                        |
| AK146348          | Gm2022        | 1.535                                        |
| NM_013589         | Ltbp2         | 1.533                                        |
| NM_001134697      | Ctxn3         | 1.527                                        |
| NM_021609         | Ccbp2         | 1.526                                        |
| NM_022434         | Cyp4f14       | 1.525                                        |
| NR_040534         | Gm10548       | 1.523                                        |
| NM_144909         | Gckr          | 1.522                                        |
| NM_023476         | Tinagl1       | 1.519                                        |
| NM_001177951      | Rpgr          | 1.519                                        |
| AK084110          | D130095D21Rik | 1.506                                        |
| NR_037978         | E030025P04Rik | 1.505                                        |
| NM_172932         | Nlgn3         | 1.503                                        |
| AK045009          | B130019D13Rik | 1.501                                        |
| NM_019835         | B4galt5       | 1.500                                        |

**(B)**

# Supplementary material for: Effects of Prenatal Exposure to Titanium Dioxide Nanoparticles on DNA Methylation and Gene Expression Profile in the Mouse Brain
**Source:** Front Toxicol. 2021 Oct 8;3:705910. doi: 10.3389/ftox.2021.705910
**Supplement:** Supplementary file 13

**Supplementary Table 10.**

**The genes of which expression levels were increased with decreased methylation of CpG island in the brain of male (A) and female (B) offspring.**

**(A)**

| GenBank Accession | GeneSymbol    | Target position of probe on<br>CpG island microarray | mRNA        | DNA methylation                        |
|-------------------|---------------|------------------------------------------------------|-------------|----------------------------------------|
|                   |               |                                                      | Fold change | Fold change of<br>relative methylation |
| NM_029685         | 1700113H08Rik | chr10:86521172-86521216                              | 1.795       | 0.254                                  |
| NM_001163145      | 1810041L15Rik | chr15:84276781-84276825                              | 1.861       | 0.188                                  |
| NM_001163145      | 1810041L15Rik | chr15:84236917-84236961                              | 1.861       | 0.626                                  |
| NM_027222         | 2010001M09Rik | chr18:35812025-35812069                              | 4.719       | 0.644                                  |
| NM_001081012      | 4930473A06Rik | chr4:83171213-83171257                               | 2.066       | 0.624                                  |
| NM_030728         | 9930013L23Rik | chr7:91234999-91235044                               | 4.297       | 0.625                                  |
| NM_001098225      | Adam22        | chr5:8367164-8367208                                 | 5.264       | 0.348                                  |
| NM_001098225      | Adam22        | chr5:8368117-8368161                                 | 5.264       | 0.439                                  |
| NM_001098225      | Adam22        | chr5:8368197-8368241                                 | 5.264       | 0.466                                  |
| NM_001098225      | Adam22        | chr5:8368019-8368063                                 | 5.264       | 0.600                                  |
| NM_138600         | Aldh7a1       | chr18:56721947-56721991                              | 3.714       | 0.128                                  |
| NM_001127338      | Aldh7a1       | chr18:56732842-56732886                              | 3.714       | 0.129                                  |
| NM_138600         | Aldh7a1       | chr18:56722024-56722068                              | 3.714       | 0.338                                  |
| NM_001127338      | Aldh7a1       | chr18:56732742-56732786                              | 3.714       | 0.529                                  |
| NM_029245         | Ankrd53       | chr6:83713011-83713056                               | 3.772       | 0.379                                  |
| NM_019835         | B4galt5       | chr2:167174904-167174948                             | 1.501       | 0.376                                  |
| NM_019835         | B4galt5       | chr2:167174992-167175036                             | 1.501       | 0.383                                  |
| NM_027914         | Bbs10         | chr10:110735503-110735547                            | 8.628       | 0.224                                  |
| NM_027630         | Ccdc105       | chr10:78215712-78215756                              | 2.015       | 0.497                                  |
| NM_180958         | Ccdc79        | chr8:107033201-107033245                             | 2.662       | 0.599                                  |
| NM_026599         | Cgnl1         | chr9:71619304-71619348                               | 13.060      | 0.450                                  |
| NM_009767         | Chic1         | chrX:100551806-100551850                             | 1.781       | 0.184                                  |
| NM_153582         | Cmtm4         | chr8:106919324-106919368                             | 2.174       | 0.356                                  |
| NM_016869         | Corin         | chr5:72895109-72895153                               | 5.331       | 0.462                                  |
| NM_016869         | Corin         | chr5:72895290-72895334                               | 5.331       | 0.466                                  |
| NM_177307         | Cyp4f39       | chr17:32589667-32589711                              | 2.094       | 0.120                                  |
| NM_177307         | Cyp4f39       | chr17:32589827-32589872                              | 2.094       | 0.193                                  |
| NM_177307         | Cyp4f39       | chr17:32629460-32629505                              | 2.094       | 0.623                                  |
| NM_001145885      | Ddx4          | chr13:113442131-113442175                            | 1.668       | 0.416                                  |
| NM_001145885      | Ddx4          | chr13:113442236-113442280                            | 1.668       | 0.579                                  |
| NR_028264         | Dleu2         | chr14:62301793-62301837                              | 5.017       | 0.133                                  |
| NR_028264         | Dleu2         | chr14:62300610-62300654                              | 5.017       | 0.418                                  |
| NR_028264         | Dleu2         | chr14:62305865-62305909                              | 5.017       | 0.483                                  |
| NR_028264         | Dleu2         | chr14:62301504-62301548                              | 5.017       | 0.490                                  |
| NR_028264         | Dleu2         | chr14:62300358-62300402                              | 5.017       | 0.568                                  |
| NM_027960         | Dpep3         | chr8:108503069-108503114                             | 8.802       | 0.237                                  |
| NM_027960         | Dpep3         | chr8:108502919-108502963                             | 8.802       | 0.255                                  |
| NM_027960         | Dpep3         | chr8:108503182-108503226                             | 8.802       | 0.278                                  |
| NM_001081201      | Dpy19l4       | chr4:11248834-11248879                               | 2.112       | 0.642                                  |
| NR_038037         | E130307A14Rik | chr10:39451377-39451421                              | 7.574       | 0.405                                  |
| NM_138953         | Ell2          | chr13:75844848-75844893                              | 5.561       | 0.282                                  |
| NM_138953         | Ell2          | chr13:75845818-75845862                              | 5.561       | 0.395                                  |
| NM_011843         | Esyt1         | chr10:127962373-127962417                            | 2.351       | 0.431                                  |
| NM_177077         | Exoc6b        | chr6:85019299-85019343                               | 2.024       | 0.645                                  |
| NM_010213         | Fhl3          | chr4:124378137-124378181                             | 2.632       | 0.363                                  |
| NM_010213         | Fhl3          | chr4:124377782-124377826                             | 2.632       | 0.457                                  |

**(B)**

| GenBank Accession | GeneSymbol | Target position of probe on<br>CpG island microarray | mRNA        | DNA methylation                        |
|-------------------|------------|------------------------------------------------------|-------------|----------------------------------------|
|                   |            |                                                      | Fold change | Fold change of<br>relative methylation |
| NM_139308         | Stard7     | chr2:127096615-127096659                             | 3.769       | 0.234                                  |
| NM_001113352      | Synj2      | chr17:5941641-5941685                                | 3.461       | 0.428                                  |
| NM_009307         | Syt2       | chr1:136605441-136605485                             | 4.560       | 0.209                                  |
| NM_009307         | Syt2       | chr1:136605584-136605628                             | 4.560       | 0.149                                  |
| NM_181071         | Tanc2      | chr11:105451661-105451705                            | 1.543       | 0.424                                  |
| NM_028876         | Tmed5      | chr5:108561687-108561731                             | 3.416       | 0.591                                  |
| NM_207228         | Tsga10     | chr1:37921635-37921679                               | 1.638       | 0.589                                  |
| NM_029264         | Ttll10     | chr4:155409010-155409054                             | 4.449       | 0.600                                  |
| NM_183225         | Usp24      | chr4:105988267-105988311                             | 21.299      | 0.232                                  |
| NM_011718         | Wnt10b     | chr15:98608721-98608765                              | 8.259       | 0.440                                  |
| NM_011718         | Wnt10b     | chr15:98603197-98603241                              | 8.259       | 0.274                                  |
| NM_011718         | Wnt10b     | chr15:98602905-98602961                              | 8.259       | 0.658                                  |
| NM_011718         | Wnt10b     | chr15:98608492-98608536                              | 8.259       | 0.642                                  |
| NM_144515         | Zfp52      | chr17:21669765-21669813                              | 2.077       | 0.244                                  |
| NM_181419         | Zfp599     | chr9:22064295-22064339                               | 2.002       | 0.604                                  |
| NM_177263         | Zhx3       | chr2:160698110-160698154                             | 2.137       | 0.121                                  |

How the deposited data were processed for this re-analysis (not part of the article)

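The mRNA of newborn mouse brain was measured on 4 one-color arrays, 1 for each of Sham male, Sham female, TiO_2_-H male and TiO_2_-H female. Each array held a single pool of RNA, from 2 offspring of each of 5 dams (Sham) or 6 dams (TiO_2_-H). The CpG island arrays were not analysed here, and statements on methylation were given no data.

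The authors deposited the scanner output of each array and a table of processed values, all as intensity. They made these values with Feature Extraction software (version 10.10.1.1), which subtracts the local background, removes spatial trends within an array and replaces spots not above background by small positive values. The deposited table held the same intensity as the processed signal of the scanner output for all 59305 spots that are not controls, so that it is the unscaled form of the same data. The files held no mean signal per spot, so a planned background correction on the mean signal could not be run. The correction by normexp with an offset of 50 was made on the median signals in its place.

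For the results given with the paper, the log2 processed signal minus the log2 of each array's 75th percentile over non-control spots was used. Spots marked as outliers were left out and spots of the same probe averaged. A probe was compared where it was well above background on at least 1 of the 2 arrays, and otherwise left out. On an array where it was not, it was set to the higher of its own value and the lowest signal well above background there (30.4, 31.7, 29.5 and 23.3 on the Sham male, Sham female, TiO_2_-H male and TiO_2_-H female arrays), and the fold change is then read as a bound, which is not strict where its own value was the higher. The probe with the highest mean over the 4 arrays stood for each accession. The thresholds, 1.5-fold and 0.67-fold, are those of the paper, which names no filter on dim mRNA signals in its text. Accessions were named through a RefSeq gene table of assembly GRCm38.p6, which held 81.9% of the 26197 accessions and 98.0% of the NM and NR accessions among them; the array's own annotation is older, so no positions are given.

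The number of arrays limits the precision. With 1 array per group no p-value was computed within a sex. The 2 TiO_2_-H arrays were tested against the 2 Sham arrays with limma 3.58.1 in R 4.3.3 with Benjamini-Hochberg adjustment, without sex as a term, and with sex as labelled or crossed within TiO_2_-H as alternatives. Both pools of an exposure came from the same dams, so that the standard errors and p-values of limma hold no variation between litters. A list of mRNAs chosen in one sex was followed in the other by its median log2 fold change and its percentile among 10000 random lists matched on mean signal in 20 bins. Other steps used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The steps were tested on simulated data with 200 mRNAs changed by 3-fold among 18112. The fold change rule recovered 100% of them and called 2.26% and 2.27% of unchanged mRNAs on the arrays labelled male and female, and limma recovered 100% and called 0.08%. Simulated changes were set only in mRNAs well above background on all 4 arrays, and the arrays differed by the scanner software's error alone. Differences between pools, litters and slide rows were left out, so that recovery on the real arrays is not given by these values.

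The probe behind a value listed in the paper's Tables 2, S8, S10 and S11 was identified by its ratio, divided by 1.061 for the arrays labelled male or 1.096 for the arrays labelled female, coming within 1% or 0.0006 of the listed value. Only probes of the listed accession were considered, or for Table S11 of the listed gene, since a search over all probes also matched unrelated ones by chance. Probes of other accessions of the gene were searched later for the entries without a match, and enter no count or list. That search missed some probes.

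The mRNAs named are those the paper names for expression, the 3 largest listed changes and the 3 brightest listed mRNAs in each part of Tables 2 and S8, the 5 largest increases and decreases per sex among mRNAs well above background on both arrays, the 5 shared mRNAs with the largest smaller change among those well above background on all 4 arrays, and the sex-linked and tissue marker mRNAs. This rule, the tests and the alternatives were fixed before the data were examined, except for the correction on median signals, the counting of every probe of an accession without a floor, the use of 1 floor for all arrays, the highest of the 4, the expected counts within bins of signal and the tests named as chosen later. The alternatives were no scaling, quantile normalization, the deposited table, a filter on both arrays, no filter, no floor, the mean of an accession's probes, flagged spots kept, every identifier counted, a 2-fold threshold, arrays paired across the sex labels, and each array left out of limma in turn. Gene Ontology and MeSH enrichments were not analysed here, nor were Tables S3 to S7 and S9, and Table S2 was held only in part and not used.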

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

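Of the tests in this part, that of X-linked genes that escape inactivation was chosen before its result was seen; those of an effect of exposure, of single spots, of cross-hybridization and of male RNA in a pool were chosen after.

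Xist, Eif2s3y and Ddx3y changed in opposite directions in the 2 sexes. On the arrays labelled male, the log2 fold change of TiO_2_-H over Sham was at least 3.41 for Xist (NR_001463) and at least 2.12 for its other accession (NR_001570), and was -7.00 or lower for Eif2s3y and -5.69 or lower for Ddx3y. On the arrays labelled female it was -3.69 or lower and -2.45 or lower for Xist, 3.24 for Eif2s3y and 3.515 for Ddx3y. With 1 array per group the difference between the sexes was not tested. The tables argue against an effect of exposure on these mRNAs, because Ddx3y on the array labelled TiO_2_-H female stood at 117% and Eif2s3y at 115% of the Sham male array, the level of a male pool. They also argue against a defect of single spots, since 6 of the 6 detected probes of Xist, Eif2s3y, Ddx3y and Uty went against the labels. Of 8 further detected probes of accessions placed on chromosome Y, counted after the values were seen, 6 were well above background on the array labelled TiO_2_-H female and not on that labelled TiO_2_-H male, and 2, those of Rbmy and Ssty1, on both. A candidate explanation is that the sex labels of the 2 TiO_2_-H pools were exchanged at some step. The 6 X-linked genes that escape inactivation had a median log2 ratio of 0.276 for the array labelled TiO_2_-H male over that labelled TiO_2_-H female, next to 0.32 for Sham female over Sham male; Utp14a was the 1 of the 6 below 0 in both comparisons. At which step an exchange could have happened was not tested. Whether the DNA pools share it was not tested either, since the methylation arrays were not analysed. The paper lists Xist with increased CpG island methylation in females and with decreased methylation in males. Its listed methylation thus also went in opposite directions in the 2 sexes, and the sex labels of the DNA pools stay in question.

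Beside the sex-linked mRNAs, further mRNAs passed the threshold in opposite directions. In all, 12 were increased in males and decreased in females, and 13 decreased in males and increased in females, as labelled, and the difference was not tested for any of them. Within bins of mean signal, 17.1 and 10.2 would be expected. Both accessions of Xist are among the first, and Eif2s3y, Ddx3y and the Y-linked Gm20877, singled out after its values were seen, among the second. No biological explanation was tested for the others.

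Y-linked mRNAs were also seen on the Sham female array. Eif2s3y stood there at 12.1% ± 1.73 and Ddx3y at 10.2% ± 1.56 of the Sham male array (error given by the scanner software). Cross-hybridization of X-linked paralogs would give a like signal in every pool, but Eif2s3y on the array labelled TiO_2_-H male had a processed signal of 6.40 and was not well above background. Male RNA in the Sham female pool may be the source: it would bring both mRNAs in the same share, and the shares differed by 1.90 percentage points, within their combined error of 2.33. The pool held 2 offspring of each of 5 dams, so that 1 of 10 offspring would bring a share of this size, a reading made after the values were seen.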

How the results depend on the processing

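The alternatives were set before the data were examined, except for the normexp correction on median signals, the counting of every probe without a floor and the use of 1 floor for all arrays, which were chosen after seeing the data. The planned normexp correction on mean signals was not run, since the files hold no such column. Within a sex no test was possible, since each group has 1 array. A term for sex, which pairs the Sham and TiO_2_-H arrays by label or crossed, was fitted with limma over all 4 arrays and is given below.

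The counts of increased and decreased mRNAs on the arrays labelled male were 534 and 419, and on the arrays labelled female 369 and 424. Shared counts were 38 up and 26 down (38 and 24 with arrays paired across the sex labels, and 34 and 17 with 1 floor for all arrays, where fewer bounds pass the threshold), and the Sham female over Sham male counts were 389 and 386. Requiring detection on both arrays gave 231 and 154 (male), 165 and 209 (female), 19 and 6 (shared), and 159 and 140 (Sham); fewer mRNAs with a bound enter by construction. Counting every identifier gave 924 and 737, 607 and 741, 73 and 49, and 689 and 689, since more features enter. A 2-fold threshold gave 200 and 255, 137 and 258, 6 and 12, and 208 and 228. Normexp on median signals gave 223 increased for males, 136 and 269 for females, 8 and 14 shared, and 198 and 232 between the Sham arrays; the cause was not tested.

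Without scaling, as in the deposited table, 664 mRNAs were increased on the arrays labelled female and 106 in both sexes. Leaving out the scaling shifts the median log2 ratio of all detected probes to 0.103 for males and 0.135 for females. Without a floor the counts were 744 and 94, and with every probe of an accession also counted they were 926 increased for males, 895 for females, 118 in both sexes and 592 lower between the Sham arrays. All other counts stayed within 1.5 times of those given.

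The split of increased among all calls was 56.0% for males and 46.5% for females. It moved to 68.3% and 66.1% without scaling, to 45.3% and 43.4% with quantile normalization, to 42.2% and 33.6% with normexp as background correction, to 63.2% and 63.6% with no floor, to 44.0% and 34.7% with a 2-fold threshold, and to 48.8% and 55.6% with arrays paired across the sex labels. With 1 floor for all arrays it was 57.8% and 50.5%. Whether increases or decreases were more frequent thus depends on the settings.

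Arrays paired across the sex labels gave 435 increased and 457 decreased mRNAs for TiO_2_-H labelled female over Sham male, and 456 and 364 for TiO_2_-H labelled male over Sham female. Under this pairing Ddx3y, Eif2s3y and Xist changed direction. Ddx3y had log2 fold changes of 0.23 and -2.40, Eif2s3y of 0.20 and -3.96, and on the arrays of the second pair Xist had 0.21 (NR_001463) and 0.15 (NR_001570). The change follows from the pairing. Uty kept its direction on the arrays of the first pair, with -0.17. The log2 fold change of Dcc moved by more than the scanner software's error. It was 1.464 on the first pair and 0.902 on the second, past the threshold in both.

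With limma, 0 mRNAs had an adjusted p under 0.05 with all 4 arrays and under each of the alternatives, with sex as labelled or crossed, no scaling, quantile normalization, normexp on median signals, detection on all 4 arrays, and each array left out in turn. At an unadjusted p under 0.05 the count was 3243 with all arrays, between 2134 (sex crossed) and 5809 (no scaling) under the alternatives with 4 arrays, and between 1974 and 2501 with 1 array left out, where the lone array of a group is assumed to vary like the others. The lowest adjusted p ranged from 0.0821, without the array labelled TiO_2_-H female, to 0.438, with sex crossed.

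Medians of lists in the other sex moved with the scaling. Without scaling, Table S8A had a median of 0.258 and Table S8B of 0.132, and Table S10A had 0.16. The mRNAs increased and decreased on the arrays labelled male had 0.321 and 0.126 without scaling, and those increased on the arrays labelled female 0.33, all in the direction of the shift given above. The median of mRNAs decreased on the arrays labelled female changed sign from -0.017 to 0.098 without scaling. With quantile normalization Table S8B went from 0.0010 to -0.0070 and Table S10A from 0.030 to -0.029, changes of sign close to 0. The percentiles among random lists of mRNAs increased in either sex stayed at 100 in all settings run.

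The other mRNAs named, from the top lists, the shared mRNAs, the tissue markers and the largest or brightest entries of Tables 2 and S8, were not run under the alternatives one by one. Of the 49 log2 fold changes of sex-linked mRNAs and of those that the paper names for expression or examined by qRT-PCR, 49 stayed within the scanner software's error without scaling and with quantile normalization, 46 with normexp on median signals and 43 with the mean of an accession's probes. The 6 that moved with the mean of probes are those of Dcc and Traf2 in both sexes, Chic1 on the arrays labelled female and Slc1a2 (NM_001077514) on the arrays labelled male. With arrays paired across the sex labels, 37 of 45 stayed within the error. There, the 2 that moved are those of Dcc, and the 6 that changed direction are those of Ddx3y, Eif2s3y and Xist. Signal over background limits the rest: 303 of 534 increases and 265 of 419 decreases on the arrays labelled male rest on a probe that was dim on 1 array.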

Differences from the paper's values

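The paper reports 650 increased mRNAs in females, and 369 were found here on the arrays labelled female. Of the alternatives set before the data were examined, no scaling (664), the deposited table (664), no floor (744), every identifier counted (607) and arrays paired across the sex labels (456) lie within 1.5 times of the paper's count. Quantile normalization (339), detection on both arrays (165), no filter on background (369), the mean of an accession's probes (375), outlier spots kept (369) and a 2-fold threshold (137) do not. Counting every probe without a floor, chosen after seeing the values, gave 895, which is within 1.5 times as well.

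For Traf2 in males the paper's fold change is 0.361, and the brighter probe gave 0.854. No alternative reached it: no scaling and the deposited table gave 0.914, quantile normalization 0.852, the mean of the probes 0.552 and arrays paired across the labels 0.901. The dimmer probe, read after seeing the values, gave 0.357.

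For Slc1a2 in males the paper's fold change is 1.912, and the brighter probe of the accession gave 1.02. The mean of its probes (1.39) lies within 1.5 times, while no scaling and the deposited table (1.09), quantile normalization (0.99) and arrays paired across the labels (1.05) do not. The dimmer probe, read after seeing the values, gave 1.90.

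For Chic1 in females the paper's fold change is 2.065, and 1.09 was found here. The mean of the probes (1.40) lies within 1.5 times, and no scaling and the deposited table (1.19), quantile normalization (1.1) and arrays paired across the labels (1.20) do not. Another probe, read after seeing the values, was 2.07-fold higher, with a Sham signal that was not well above background.

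For 1810041L15Rik the paper's fold changes are 1.861 in males and 1.886 in females, and 0.905 and 0.979 were found here. No alternative reached them, with values from 0.905 to 0.998 in males and 0.934 to 1.07 in females. For Hs6st3 the paper's fold changes are 2.048 and 1.672, and 1.21 and 0.803 were found here. No alternative reached them, with values from 1.04 to 1.36 and from 0.802 to 0.931. A dimmer probe of each gene, read after seeing the values with no floor, gave 1.861 and 1.885 for 1810041L15Rik and 2.05 and 1.67 for Hs6st3.

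For Stard7 the paper's fold changes are 1.788 in males and 3.769 in females, and 1.14 and 0.985 were found here. In males no scaling and the deposited table (1.22) lie within 1.5 times, and quantile normalization (1.15), the mean of the probes (1.14) and arrays paired across the labels (1.11) do not. In females no alternative reached it, with values from 0.985 to 1.08. A probe under an identifier that the files do not pair with Stard7 had ratios of 1.787 and 3.769, but unrelated probes matched other listed pairs of values too, so its gene is not identified.

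The paper describes Dcc and Traf2 as having a high signal. This holds for the brightest Dcc probe. For Traf2, the probe with the listed change had processed signals between 64.7 and 169, and the probe with signals between 3018 and 3303 did not pass the threshold.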

Other observations

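Of the tests in this part, the count between the 2 Sham arrays, the marker lists over both sexes and the effect of quantile normalization on the shared increases were chosen before their results were seen; the others were chosen after.

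Nearly as many mRNAs passed the threshold between arrays of the same exposure as between exposures. The 2 Sham arrays differed by 775 mRNAs, or 4.27%, next to 953 (5.12%) on the arrays labelled male and 793 (4.20%) on the arrays labelled female. This is consistent with most calls being differences that arise between any pair of pools on this array. The body of the distribution was wider between exposures, with a robust SD of 0.14 against 0.092, and exposure, litters and slide row are confounded in it.

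A share of the calls rests on a signal on 1 array alone. Of the calls on the arrays labelled male, 36.2% were mRNAs well above background on 1 of the 4 arrays, and this was 37.7% for females and 38.6% between the Sham arrays. Over all probes, 335 were at least 3-fold above the floor on 1 array only. Where their accessions had another detected probe, 3 of 45 were higher on that array, so that a defect of single spots may be the source of many of them. Among spots of replicated probes that were not well above background, 1.1% gave such a signal, next to 0.79% to 1.3% of probes not detected elsewhere. Epcam, Isl2, Jakmip3, Gpr50, Hormad1 and Olfr1305, which the paper's tables list among the largest changes, were well above background on 1 array only.

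The shared increases exceeded chance. In the dimmest of 5 groups of mRNAs by signal, the median log2 fold change was 0.078 for males and 0.057 for females, against -0.028 and -0.0043 in the brightest. A shift of dim signals on the TiO_2_-H arrays could explain a part of the shared increases, and quantile normalization lowered them from 38 to 28. A part of the excess remained, as 12.1 would be expected after this normalization within bins of signal. With normexp on median signals, a setting chosen after seeing the data, 8 mRNAs were increased and 14 decreased in both sexes. No expected count was made for that setting, so that dim signals as the source of the whole excess are not excluded. For the shared decreases, a floor that lies lower on the TiO_2_-H arrays was tested as the source. With 1 floor for all arrays, the highest of the 4, there were 17 in place of 26, so that a part of them depends on the floor. It does not account for all of the excess, as 6.0 would be expected with this floor within bins of signal. The 19 increases well above background on all 4 arrays cannot be told apart between exposure, litters and slide row, since every TiO_2_-H array differs from the Sham arrays in each of these.

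The probes of Dcc and of Traf2 disagree. Noise of single spots is argued against by the other sex: the Dcc probe behind the value listed for males had a log2 fold change of 1.107 on the arrays labelled female, and the listed Traf2 probe -1.43. For Dcc, the listed probe belongs to a set. Of 13305 probes well above background on all 4 arrays and above the 75th percentile on average, 14 were at or above 1.5-fold in both sexes and 0 at or below 0.67-fold. Of the 14, 8 (57.1%) carried no identifier but their own, against 5.06% of all such bright probes. Besides Dcc they include probes of Rhox8, Gcm1 and Grin2b, the last named after its values were seen. Hybridization to a sequence that unrelated transcripts share is a candidate explanation: 0 of the 5 other detected probes of these accessions passed the threshold in both sexes, although those of Grin2b (0.41 and 0.34) and one of Gcm1 (0.46 and 0.48) lay on the same side. Probe sequences were not used here and splice forms could differ in the same way, so that this stays open. The 14 probes also differed between the 2 Sham arrays. Apart from that of Grin2b (-0.016), all were higher on the Sham female array, by up to 0.692 on the log2 scale. For Dcc the difference was 0.358, below the threshold. The set thus also moved between pools of the same exposure.

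Tissue dissected with the brain was examined with lists of markers fixed before the data were examined. The medians for males and females were -0.076 and 0.021 for choroid plexus, 0.643 and 0.0080 for pituitary, -0.28 and -0.195 for erythroid cells, and 0.093 and 0.14 for meninges and connective tissue. The largest, 0.643, rests on 3 detected genes of 6, of which Chgb is abundant in brain, and keeps such a source open for the arrays labelled male. For the arrays labelled female the largest was 0.195 in size, below the 1.5-fold threshold, with abundant markers such as Ttr (-0.025), Hba-a1 (-0.22) and Col1a2 (0.11) near 0, which argues against these tissues as the source of the calls there. On the array labelled TiO_2_-H male, Gh had a processed signal of 301 and was at least 3.21 higher on the log2 scale, and Pomc was higher by 0.64, while Chgb was higher by 0.072. Pituitary tissue in that pool is a possible explanation. Cga had a signal of 32.5 there and 5.90 to 8.18 on the others, and was not well above background on any array, nor were Prl and Tshb, so that the test does not decide it.

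The paper examined further genes by qRT-PCR, an assay not analysed here. On the arrays, the log2 fold change was 0.32 on the arrays labelled male and 0.12 on the arrays labelled female for Tet1 (error 0.20 each), and 0.18 and 0.020 for its second probe (error 0.21 each). It was -0.062 and -0.13 for Tet2, 0.135 and 0.037 for Tet3, 0.16 and 0.0090 for Dnmt1, 0.10 and 0.10 for Dnmt3a, and -0.087 and 0.022 for Dnmt3b. Sox2 had 0.043 and 0.053, and Gapdh, the brightest of these, -0.0080 and 0.051. All of these lie below the threshold of 1.5-fold on the brightest probe of the accession.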
